# Silencing PTEN in the fallopian tube promotes enrichment of cancer stem cell-like function through loss of PAX2

**DOI:** 10.1038/s41419-021-03663-2

**Published:** 2021-04-07

**Authors:** Angela Russo, Jose A. Colina, Junlone Moy, Seth Baligod, Austin A. Czarnecki, Peter Varughese, Daniel D. Lantvit, Matthew J. Dean, Joanna E. Burdette

**Keywords:** Cancer, Oncogenesis

## Abstract

High-grade serous ovarian cancer (HGSOC) is the most lethal gynecological malignancy that is primarily detected at the metastatic stage. Most HGSOC originates from the fallopian tube epithelium (FTE) and metastasizes to the ovary before invading the peritoneum; therefore, it is crucial to study disease initiation and progression using FTE-derived models. We previously demonstrated that loss of PTEN from the FTE leads to ovarian cancer. In the present study, loss of PTEN in FTE led to the enrichment of cancer stem cell markers such as LGR5, WNT4, ALDH1, CD44. Interestingly, loss of the transcription factor PAX2, which is a common and early alteration in HGSOC, played a pivotal role in the expression of cancer stem-like cells (CSC) markers and cell function. In addition, loss of PTEN led to the generation of two distinct subpopulations of cells with different CSC marker expression, tumorigenicity, and chemoresistance profiles. Taken together, these data suggest that loss of PTEN induces reprogramming of the FTE cells into a more stem-like phenotype due to loss of PAX2 and provides a model to study early events during the FTE-driven ovarian cancer tumor formation.

## Introduction

High-grade serous ovarian cancers (HGSOCs) are genotypically and phenotypically heterogeneous; however, they are almost all treated similarly with surgical debulking followed by paclitaxel and carboplatin (or cisplatin) chemotherapy. In addition, PARP inhibitors are used and have a high efficiency in treating homologous recombination-deficient ovarian cancer. The majority (70–90%) of HGSOC patients’ relapse, and ultimately succumb to the chemotherapy-resistant disease. Chemoresistant cells, present in the tumors, are hypothesized to be enriched for cancer stem cell-like properties, which may then contribute to cancer initiation and relapse^1^.

Several studies conducted on HGSOC have demonstrated that cancer stem-like cells (CSC) are characterized by a set of markers such as ALDH1, CD44, CD117(c-KIT), and CD133^2,3^. A large percentage of HGSOCs arise from fallopian tube epithelium (FTE) rather than the ovarian surface epithelium (OSE)^4,5^. Therefore, studying the CSCs from the FTE may improve our understanding of the pathways that lead to tumor formation and contribute to disease resistance.

*PTEN* is a tumor suppressor and its loss, either by deletion or reduced expression, contributes to ovarian cancer. PTEN is lost in 33% of early malignant lesions, known as serous tubal intraepithelial carcinomas (STIC)^6,7^, and is not detected in 30–50% of ovarian tumors^8,9^. PTEN expression is regulated by mutation, deletion, methylation^10^ and by microRNAs^11^ in ovarian cancer. Knockdown of *PTEN* alone by shRNA in murine oviductal epithelium (MOE; equivalent to human FTE) cells was sufficient to generate high-grade oviductal tumors with peritoneal colonization, in an allograft mouse model^12^. Furthermore, a floxed FTE-specific knockout of *Pten* deletion using the PAX8 promoter driving cre-recombinase was sufficient to induce ovarian cancer in a transgenic mouse model^13^. Even though the transgenic model did not progress to peritoneal metastasis, primary metastasis to the ovary was found in all mice, making this model relevant for studying early tumorigenesis^13^.

The WNT pathway has been linked with the development of chemoresistant and cancer stem cell-like populations of cells in the fallopian tube. For example, WNT4 was reported as a stem cell marker that was enriched in LGR5^+^ populations of the fallopian tube fimbriae^14^. *Pten* deletion from murine FTE cells resulted in upregulation of the WNT4 noncanonical pathway, which mediated FTE colonization of the ovary ex vivo^13^. DKK3 is an inhibitor of the WNT canonical pathway^15^, and its role in early tumorigenesis has not been addressed. DLL4 is expressed in ovarian cancer and it is shown to regulates tumor growth^16^. DKK3, ALDH1 and WNT4 are amplified in TGCA as compared to normal fallopian tube tissues (Supplementary Fig. 1). In addition to the WNT pathway, ALDH and CD44 are frequently considered as markers for CSCs in ovarian cancer cell lines^17,18^.

Modi et al. reported that cells with PTEN knockdown had reduced PAX2 levels and that re-expression of PAX2 reduced tumorigenesis in the PTEN-deficient model^19^. In the current study, we found that silencing PTEN in murine FTE increases CSC markers, which is partially dependent upon PAX2 loss. The pathways that generate these CSCs populations from the FTE have not been fully described. We found that loss of PTEN generated a heterogeneous cell population in terms of morphology and size, and based on size, these populations expressed different levels of CSCs markers and ability to form tumors. CSCs have previously been reported to display a peculiar increase in cell size, particularly in ovarian cancer^20,21^. This study gives new insight into the origins of FTE-derived ovarian cancer tumor cell heterogeneity due to loss of PTEN and PAX2, providing a model to study the mechanisms responsible for the emergence of cancer stem cells.

## Results

### Loss of PTEN in FTE causes enrichment in stem-like markers expression

To uncover the mechanism of early tumorigenesis following reduction of *Pten* from murine oviductal cells (MOE), a previously performed RNAseq experiment was analyzed^13^ using MOE cells with stable expression of an shRNA targeting PTEN (MOE:*Pten*^shRNA^ that we will call PTEN^shRNA^). PTEN^shRNA^ monoclonal lines were isolated and used in this study. One clone with best reduction of PTEN was used, however other shRNAs targeting PTEN were previously tested in addition to the one used in this study to confirm they were responsible for similar phenotypes^13^. RNA sequencing of PTEN^shRNA^ revealed a panel of transcripts previously reported to be involved in cancer stem cell (CSC) function **(**Fig. 1A**)**. Two of these markers, LGR5 and WNT4, were reported as enriched in fimbriae stem cell populations^14^. In addition, ALDH1, a well-characterized marker associated with CSC in ovarian cancer^22,23^, was also increased. Several other CSC markers were altered in the RNAseq analysis included *Ly6a*, *Cd44*, *Cd117* (*c-kit*), and *Dll4* **(**Fig. 1A**)**. qPCR and western blotting validated the increase in a subset of these markers including CD44, ALDH1a3, LGR5 and WNT4 at the mRNA and protein level, respectively **(**Fig. 1B–D**)**. Flow cytometry of activated ALDH (AldeRed) showed an increase in PTEN^shRNA^ compared to SCR^shRNA^ **(**Supplementary Fig. 2B**)**. In addition, loss of *PTEN* in the human fallopian tube line, FT33, also increased ALDH protein levels **(**Supplementary Fig. 3C**)**. Protein levels of CD44, ALDH, LGR5, WNT4, DLL4, and DKK3 were elevated in tumors from *Pten* homozygous knockout mice (*Pax8*^cre/+^*Pten*^fl/fl^, transgenic model of ovarian cancer^13^) as compared to the normal fallopian (oviductal) tube epithelium **(**Fig. 1E**)**.

**Fig. 1:**
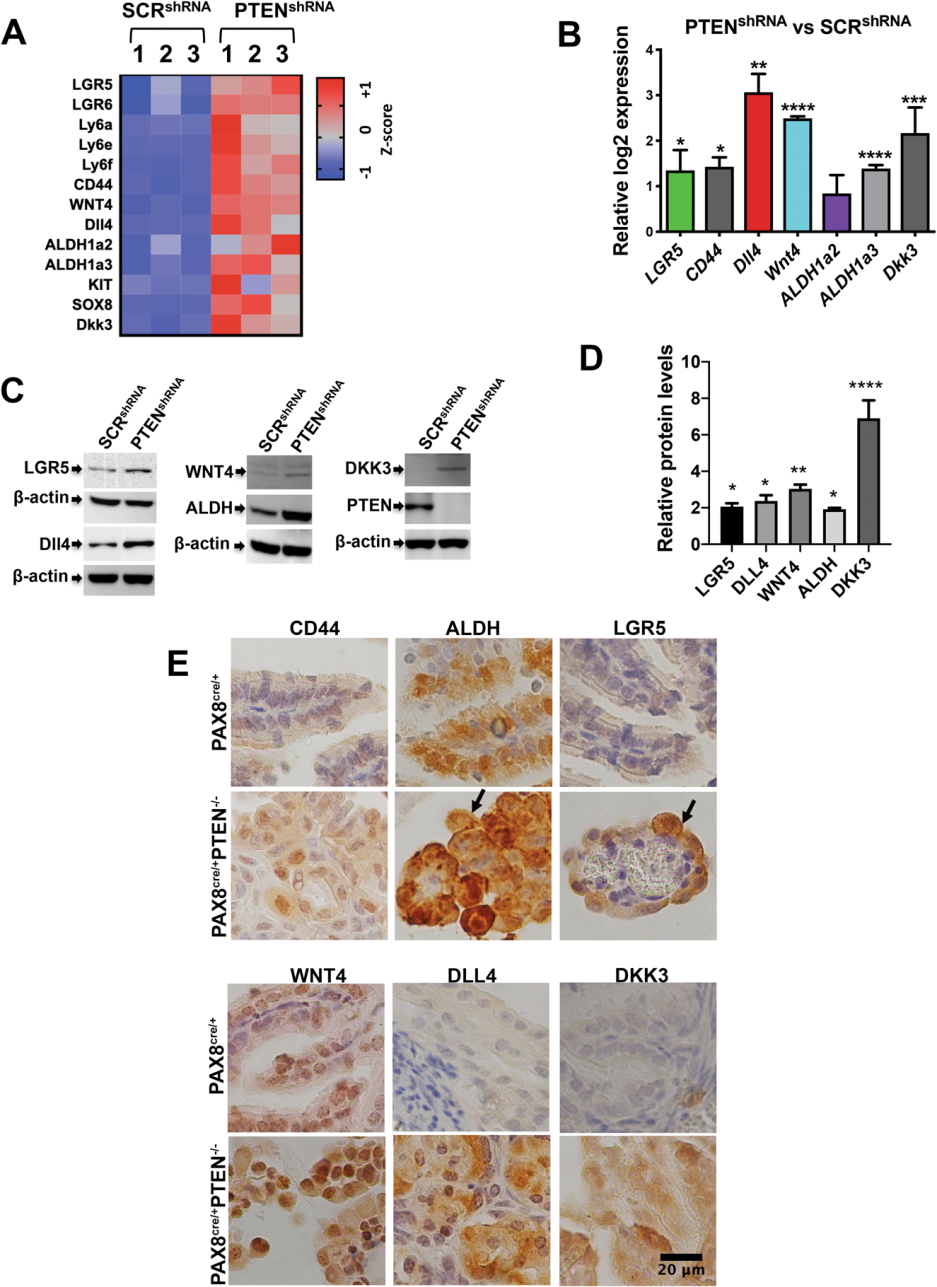
Loss of PTEN increases expression of CSC markers. **A** Heatmap from RNAseq data obtained from MOE cells depleted of *Pten* (named PTEN^shRNA^) compared to scrambled control (SCR^shRNA^). Only significantly regulated genes involved in CSC function are plotted (*p < 0.05). **B** qPCR validating mRNA levels in PTEN^shRNA^ compared to SCR^shRNA^. Three independent experiments, each repeated in three replicates were performed (*p < 0.05; ***p < 0.001). **C** Western blot of lysates from PTEN^shRNA^ and SCR^shRNA^ probed for DLL4, LGR5, PTEN, ALDH, and actin antibodies. **D** Western blot quantification of three independent experiments using ImageJ. Data were normalized to actin and fold changes over SCR^shRNA^ calculated. Statistical analysis performed using one-way ANOVA with multiple comparisons. **E** Immunohistochemistry (IHC) of tissues from control PAX8^cre/+^ and PTEN knockout *PAX8*^*cre/+*^*PTEN*^*fl/fl*^ transgenic mice were stained for DKK3, DLL4, ALDH, CD44, and LGR5 antibodies to determine protein expression. Scale bar represents 20 μm. Same observation were seen in three independent experiments using three different animals for PAX8^cre/+^ and three different animals *PAX8*^*cre/+*^*PTEN*^*fl/fl*^.

### Loss of PTEN in MOE:*Pten*^shRNA^ gives rise to clonogenic spheroids and retention of BrdU in vivo

To determine whether the increase in CSC markers also increased CSC function, a multispheroid matrigel assay was performed using MOE:*Pten*^shRNA^ cells^12,13^. Loss of PTEN increased spheroid formation in matrigel compared to the scrambled control (SCR^shRNA^) **(**Fig. 2A, B**)**. To test whether loss of PTEN-induced clonogenic spheroids, *Pten*^shRNA-GFP^ MOE cells labeled with GFP, and *Pten*^shRNA-RFP^ cells labeled with RFP, were co-cultured in matrigel. All spheroids that grew in the matrigel assay were either entirely GFP or entirely RFP based on fluorescence microscopy **(**Supplementary Fig. 2A**)** suggesting that the spheroids were derived clonally. Cell cycle analysis found that shRNA directed against PTEN caused an arrest in the G2 phase **(**Fig. 2C**)**. In addition, a BrdU-label retaining pulse-chase assay was performed in vivo in the benign heterozygous *Pax8*^*cre/+*^*PTEN*^*fl/+*^ and the tumorigenic homozygous *Pax8*^*cre/+*^*Pten*^*fl/fl*^ oviducts. IHC of the nuclear BrdU staining demonstrated a significant higher number of the dye retaining cells in the homozygous *Pten* deleted oviducts, suggesting the presence of stem-like populations that are typically long dye retaining cells **(**Fig. 2D, E**)**.

**Fig. 2:**
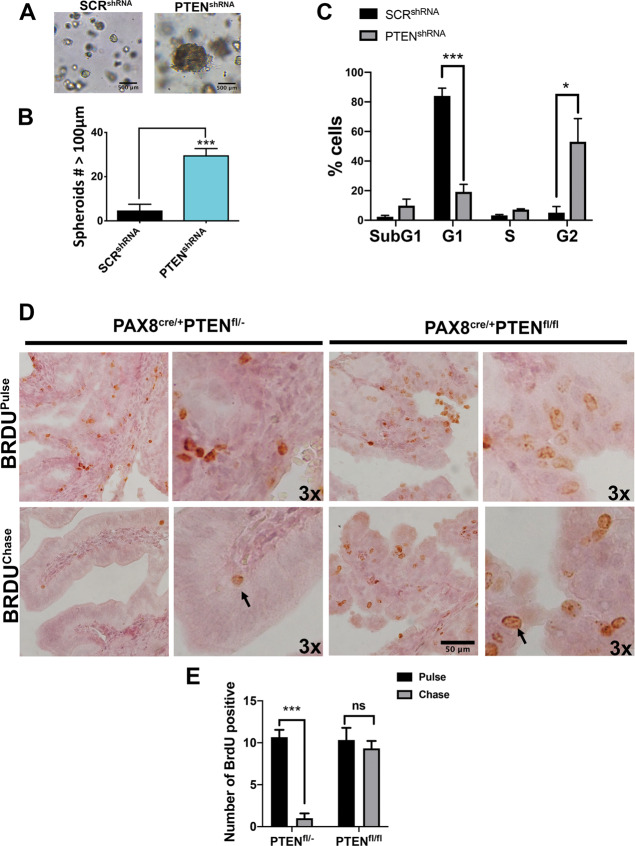
Loss of PTEN stimulates spheroid growth and enhances BrdU retention in a transgenic mouse model of fallopian tube-derived cancer. **A** MOE SCR^shRNA^ and PTEN^shRNA^ cells were grown in 50% matrigel and imaged using NIKON Eclipse TS100. **B** Number of spheroids with a diameter above 100 μm over the total amount of aggregates of three replicates in three independent experiments was quantified using Celigo (Nexcelom) (***p < 0.001). **C** SCR^shRNA^ or PTEN^shRNA^ were permeabilized and stained with PI for cell cycle analysis and analyzed using Cellometer K2 (Nexcelom). Statistical analysis was performed using Sidak’s multiple comparison in GraphPad. *p < 0.05; ***p < 0.001. **D** Mice were injected with BrdU and tissues were collected right after (pulse) injection or 2 weeks later (chase). Immunohistochemistry (IHC) using specific antibodies targeting BrdU were used in control *PAX8*^*cre/+*^ *PTEN*^*fl/+*^ and homozygous mice *PAX8*^*cre/+*^*PTEN*^*fl/fl*^. Scale bar represents 50 μm. The 3× label indicate a further magnification to show difference in cell size; arrows indicate larger cells. **E** Number of cells with positive BrdU staining were counted in three different fields for three independent experiments. Two-way ANOVA with multiple comparisons was applied. *p*-value*** = 0.0003.

### Morphologically distinct subpopulations of MOE:*Pten*^shRNA^ cells present a different CSC profile and chemoresistance

The *PAX8*^*cre/+*^*PTEN*^*fl/fl*^ mouse model presented enlarged nuclei **(**Figs. 1E–2D arrows**)**. Enlarged cells have been associated with CSC function in ovarian cancer^24^. We found that loss of PTEN in the MOE:*Pten*^shRNA^ cells induces a heterogeneous population of cells. Some cells in this population were larger than the wild-type control cells expressing PTEN **(**Fig. 3A–D**)**. PTEN^shRNA^ presented two live populations of cells with distinct size. The highest density of the population was between 400 and 600 (as represented by the green color) whereas the SCR^shRNA^ presented only one population between 200 and 400 **(**Fig. 3B, C). Enlarged cells in human ovarian cancer, suggested to be enriched in cancer stem cell markers^24,25^, have been proposed to be predictors of poor prognosis^21^. We hypothesized that the enlarged subpopulation in our PTEN-deficient model could have increased CSC potential and that size could be a tool to isolate and study CSCs. To test this possibility, two subpopulations of cells with different sizes were isolated from MOE:*Pten*^shRNA^ cells using flow cytometry-based cell sorting **(**Fig. 3C**)**. All cells small and big were alive, they were replaced in culture, and displayed the same growth rate **(**Supplementary Fig. 2C**)**. The expression of CSC markers was then determined using Western blotting, and it was found that the population of enlarged cells expressed more abundant levels of the CSC markers **(**Fig. 3E**)** and presented with a cell cycle profile similar to the PTEN^shRNA^, specifically, reduced cells in G1 and increased cells in G2 compared to the population with smaller cells **(**Supplementary Fig. 2D**)**. Therefore, we named the population with smaller cells, CSC^Low^ and the population with enlarged cells we called CSC^High^ to denote the populations that express lower and higher CSC markers. CSC^Low^ and CSC^High^ will stand for PTENshRNA^CSCLow^ and PTENshRNA^CSCHigh^, so they are always in the PTENshRNA background. Additionally, even though SCR^shRNA^, which is a nontumorigenic line, have a more homogeneous cell size, we isolated smaller and bigger cells from it, and showed that the bigger cells, do not present enrichment in CSC **(**Supplementary Fig. 3F**)**. Therefore, we focused on tumor-forming PTEN^shRNA^ cells and isolated the small and the enlarged populations by flow cytometry. To assess CSC function we performed a spheroid assay in matrigel and demonstrated that the CSC^High^ population had an increased ability to form spheroids compared to the mixed PTEN^shRNA^ population and CSC^Low^ **(**Fig. 3F, G**)**. CSCs have also been suggested to be mediators of chemoresistance and tumor progression. To test chemoresistance, CSC^Low^ and CSC^High^ cells were plated as a 2D monolayer or as 3D spheroids and were exposed to a range of cisplatin concentrations. Consistent with the literature, the CSC^High^ population was more resistant to cisplatin in both 2D and 3D assay **(**Fig. 3H, I**)**.

**Fig. 3:**
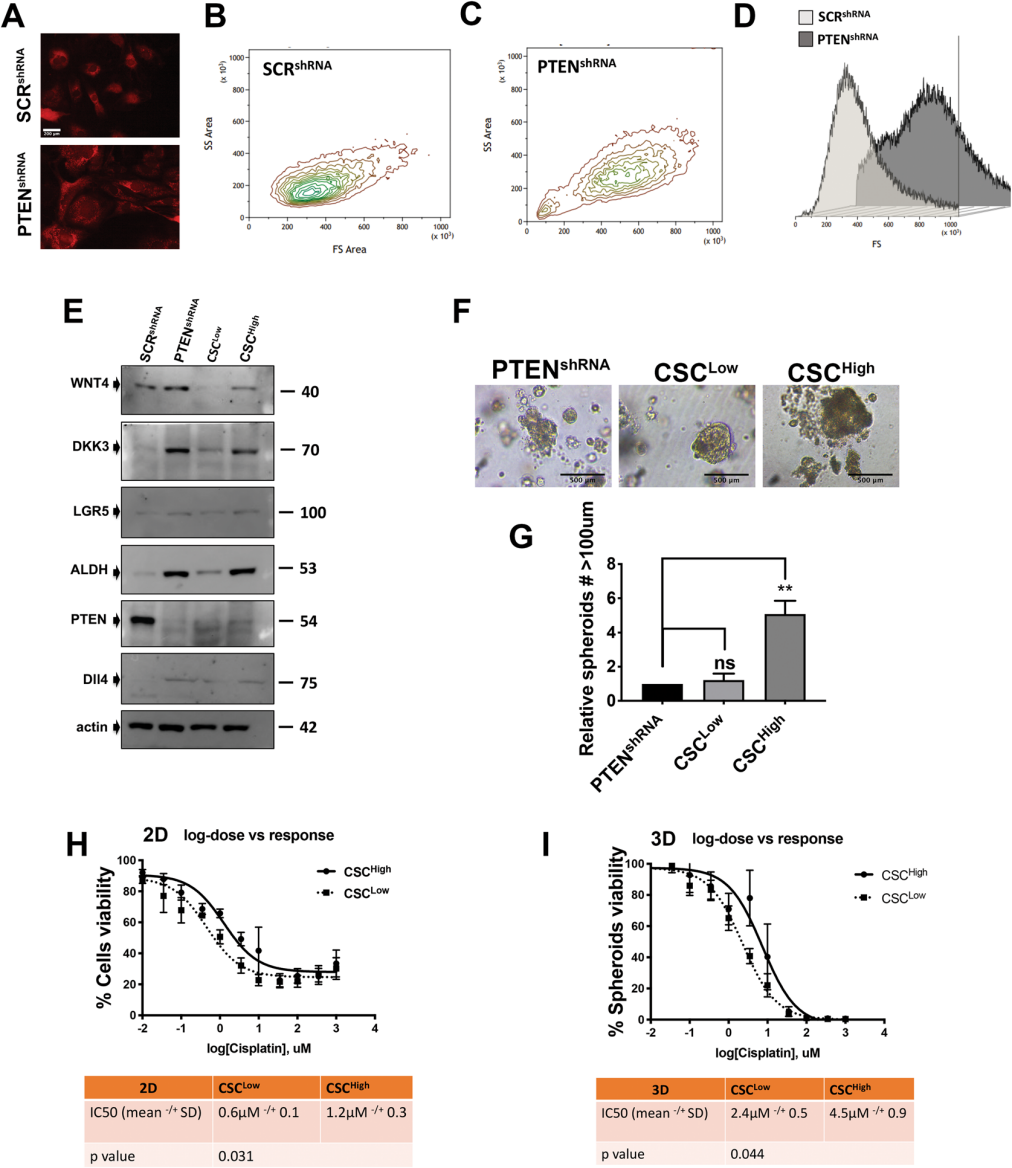
Loss of PTEN generates two distinct populations of cells with differential CSC properties. **A** Representative image of SCR^shRNA^ and PTEN^shRNA^ cells expressing RFP were taken with fluorescence microscope showing larger cell size upon PTEN depletion. **B** Flow cytometry image showing gating of SCR^shRNA^ cells in side scatter (SSC) vs. forward scatter (FSC) channels to show relative difference in size. In green is the population with highest density and correspondent size. **C** Flow cytometry image showing gating of PTEN^shRNA^ cells in (SSC) vs. (FSC) scatter channels to show relative difference in size in FS. In green is the population with highest density and correspondent size in FS. **D** Flowcytometry generated overlapping graphs to show the difference in size between SCR^shRNA^ and PTEN^shRNA^. **E** Western blot of sorted PTEN^shRNA^ cell populations based on size. Large cells are named CSC^High^ and small cells are named CSC^Low^ side by side with SCR^shRNA^. Specific antibodies were used to probe for CSC markers including ALDH, WNT4, LGR5, DKK3, PTEN, DLL4, and actin. **F**, **G** PTEN^shRNA^, CSC^High^, and CSC^Low^ were grown in 50% matrigel and imaged. Scale bar represents 500 μm. Quantification of number of spheroids with diameter above 100 μm was performed using Celigo (Nexcelom) (**p < 0.01). Fold changes over PTEN^shRNA^ were calculated. **H** CSC^High^ and CSC^Low^ were grown as a monolayer and treated with different concentrations of cisplatin for 72 h and MTT assay was performed. Three independent experiments were averaged for the IC_50_. *p* < 0.05. **I** CSC^High^ and CSC^How^ were grown as spheroids in ultralow attachment with round bottom wells and treated with different concentrations of cisplatin for 10 days and Promega 3D viability assay was performed. Three independent experiments were averaged for the IC_50_. *p < 0.05 (as shown in the tables below).

### The CSC^High^ population had higher tumorigenic potential in vivo and increased ability to attach to the ovarian stroma

CSCs have been reported to form tumors at cell concentrations 100 times less than control cells. To test whether the CSC^High^ cells were more tumorigenic, CSC^Low^, CSC^High^ and the PTEN^shRNA^ mixed population were injected subcutaneously into nude mice at a density of 2000, 20,000, and 1 × 10^6^ cells/mouse **(**Fig. 4A**)**. All mice developed tumors when grafted with 1 × 10^6^ cells **(**Fig. 4A–C**)**; whereas only the CSC^High^ cells formed tumors at 20,000 cells **(**Fig. 4B–D**)** suggesting that this population is more tumorigenic. In addition, there was significant increase in tumor size when CSC^High^ were cell injected **(**Fig. 4C, D**)**. Injection of 2000 cells did not produce any tumors by six months. The ability of CSC^Low^ and CSC^High^ cells to attach to the ovary was evaluated by performing an ex vivo ovary adhesion assay using RFP labeled CSC^Low^ and CSC^High^ MOE cells. The CSC^High^ population had enhanced adhesion based on cell number to a wounded ovary, exposing the stroma, as compared to the CSC^Low^ suggesting that the CSC^High^ are more efficient at colonizing the ovary **(**Fig. 4E, F**)**.

**Fig. 4:**
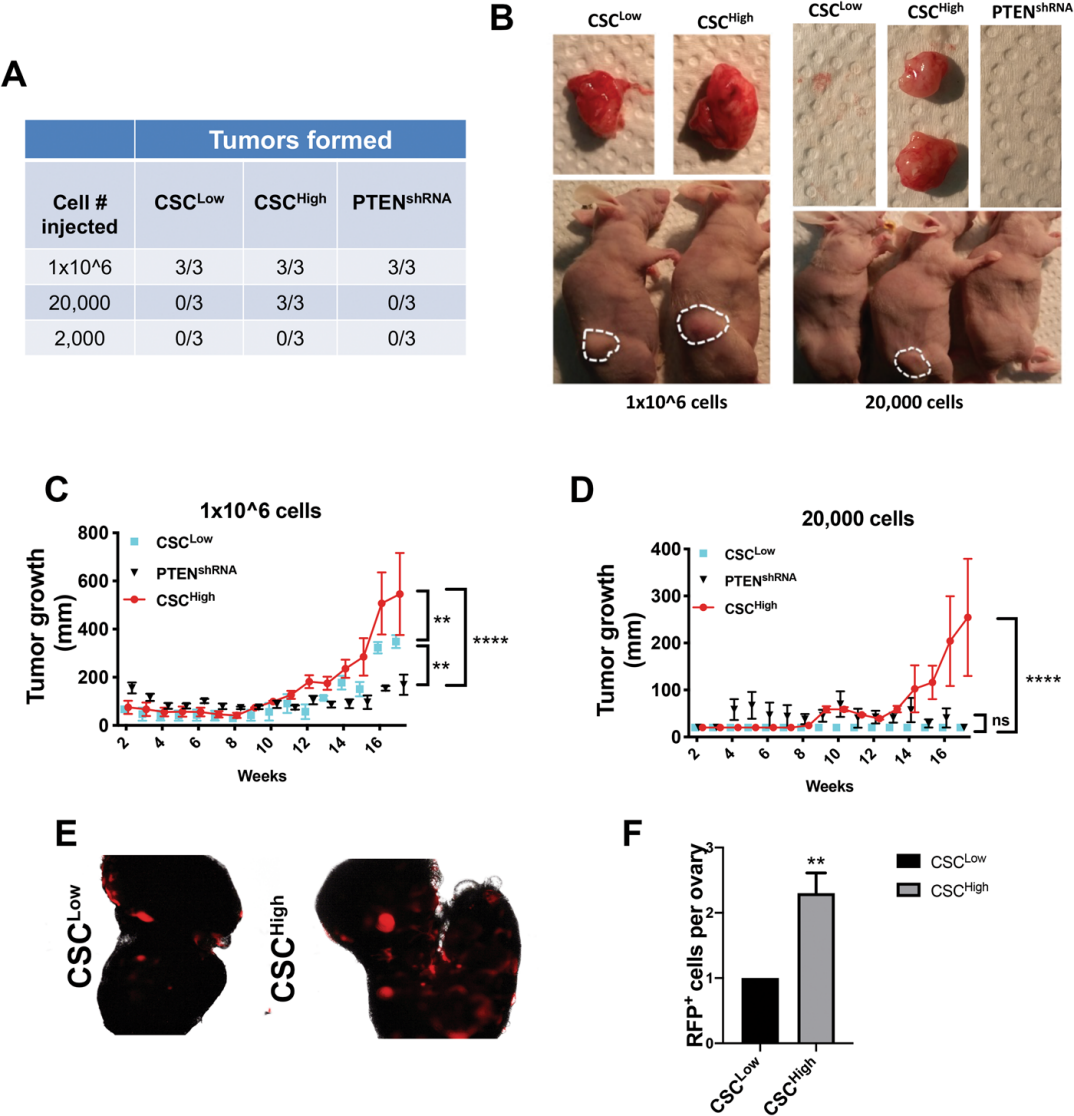
CSC^High^ demonstrates increased tumorigenic capabilities in vivo and increased adhesion to the ovary. **A** Table showing the number of mice forming tumors in the different concentrations’ groups injected with PTEN^shRNA^, CSC^High^, or CSC^Low^. **B** Images comparing tumors from CSC^Low^ and CSC^High^ at 1 × 10^6^ of cells and 20,000 cells injected. **C**, **D** Tumor growth over time was measured by calipers for 1 × 10^6^ cells and 20,000 cells injected. Statistical analysis was performed using two-way ANOVA. **p < 0.01; ****p < 0.0001, ns nonsignificant. **E**, **F** Wounded ovaries incubated with PTEN^shRNA^-RFP cells for 24 h. Cells that attached to the ovary were counted using a NIKON Eclipse TS100. Three replicates in three independent experiments were quantified using Celigo (Nexcelom). Statistical analysis was performed using unpaired *t*-test. **p < 0.01.

### Acquisition of a CSC-like profile was dependent on mTOR activation

Since loss of PTEN results in AKT activation^12^, we investigated whether the increase in CSC markers in the MOE*:Pten*^*s*hRNA^ was mediated by activated AKT. We employed MOE cells stably transfected with a constitutively activated myristoylated AKT construct (AKT^Myr^) and found that this model did not result in spheroid formation in matrigel **(**Fig. 5A, B**)** and did not have increased ALDH mRNA expression **(**Fig. 5C**)**. These data suggest that activation of AKT alone may not be sufficient to induce CSC characteristics. However, activation of AKT did increase LGR5 and WNT4 expression indicating that it may support increased expression of some CSC markers independent of spheroid formation **(**Fig. 5C**)**. Previous studies have shown that AKT^Myr^ was also unable to generate multicellular tumor spheroids in ultralow adhesion plates^26^ or tumors in allograft models^12^.

**Fig. 5:**
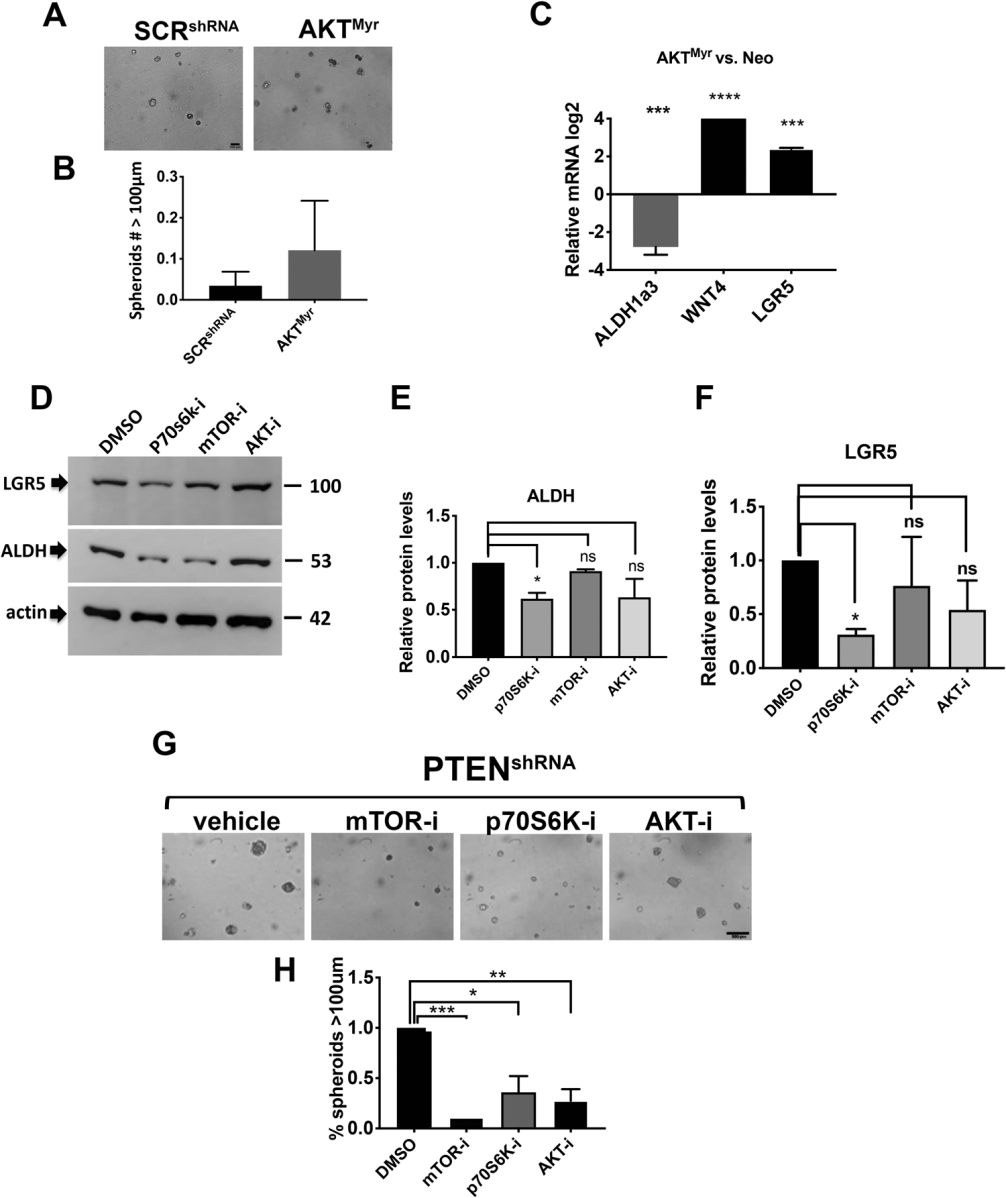
mTOR activation is critical for CSC function. **A**, **B** Spheroid formation in matrigel of control cells and constitutively active AKT^Myr^ were imaged. Scale bar represents 500 μm. Number of spheroids with diameter higher than 100μm were counted using Celigo (Nexcelom). Statistical analysis was performed using one-way ANOVA. **C** Control cells and constitutively active AKT^Myr^ were seeded, RNA was extracted, and qPCR performed in three independent experiments ***p < 0.001; ****p < 0.0001. **D–F** PTEN^shRNA^ cells were treated with DMSO as a vehicle or pAKT inhibitor, MK2206 (10 μM), pmTOR inhibitor, Rapamycin (20 nM), or pP70S6k inhibitor, PF-04708671 (25 μM) and processed for Western blots to detect ALDH and LGR5. Quantification of western blots from three independent experiments was performed using ImageJ and normalized by actin. *p < 0.05. **G**, **H** Spheroid formation in matrigel of PTEN^shRNA^ cells treated with DMSO vehicle or pAKT inhibitor, MK2206 (10 μM), pmTOR inhibitor, Rapamycin (20 nM), or pP70S6K inhibitor, PF-04708671 (25 μM). Scale bar represents 500 μm. Spheroids were imaged and the number with a diameter higher than 100μm were counted using Celigo (Nexcelom) *p < 0.05, **p < 0.01, ***p < 0.001.

To address the contribution of AKT and mTOR1 on CSC function, MOE:PTEN^shRNA^ cells were treated with inhibitors targeting AKT (MK2206), mTOR (Rapamycin) or P70S6K, downstream of mTOR1 (PF-04708671) and CSC markers expression was evaluated. The AKT inhibitor (MK2206) did not reduce CSC marker expression. Inhibition of P70S6K significantly inhibited both LGR5 and ALDH1a3 expression **(**Fig. 5D–F**)**. Treatment of PTEN^shRNA^ cells with the AKT inhibitor, mTOR inhibitor, and P70S6K inhibitor decreased spheroid formation **(**Fig. 5G**)**. Only inhibition of P70S6K significantly inhibited spheroids formation and reduced expression of ALDH and LGR5.

### CSCs enrichment from PTEN loss is partially mediated by loss of PAX2

Loss of PAX2 is the one of the earliest molecular events detected in HGSOC progression from normal FTE^27^. We performed a novel RNAseq analysis comparing PTEN^shRNA^ and PTEN^shRNA^ re-expressing PAX2 (PTEN^shRNA^ + PAX2). 

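RNA from murine oviductal epithelial (MOE) cells with stable knockdown of Pten by shRNA was sequenced in 3 libraries (PTENshRNA), and RNA from the same line transfected with a human PAX2 plasmid in 3 libraries (PTENshRNA + PAX2). The labels call them replicates without stating whether they came from separate cultures, so p-values measure the spread between these libraries, which may be technical. The mouse Pax2 gene (chromosome 19 from 44746601 to 44838269 of GRCm38.p6, the build mm10) was at 133, 114 and 142 reads scaled by library size (CPM) in PTENshRNA replicates 1 to 3 and at 50.6, 46.4 and 44.0 CPM in the libraries labelled PTENshRNA + PAX2. Its log2 fold change was -1.44 (standard error 0.11, adjusted p = 3.27e-04 from limma), so that the mouse gene was lower where the label names PAX2. The tables list mouse gene symbols and have no row for the human plasmid. Whether any reads of the plasmid were counted at the mouse gene was not tested. This count therefore neither measures the re-expressed transcript nor settles the label. By their captions the qPCR and western blot of Fig. 6B and C measured CSC markers. The paper reports these as lower after PAX2 was re-expressed, which does not measure PAX2 in these libraries. Pten, the target of the shRNA in both groups, was at 20.3, 20.1 and 19.5 CPM in PTENshRNA replicates 1 to 3 and 18.8, 21.1 and 20.9 CPM in PTENshRNA + PAX2, a log2 fold change of 0.02 (adjusted p = 0.893 from limma). Library totals were 28935404, 31075469 and 27041672 reads in PTENshRNA and 28501965, 30643894 and 35030545 reads in PTENshRNA + PAX2, over the same 23337 genes. The authors deposited whole counts for PTENshRNA + PAX2, but for PTENshRNA counts divided by a factor per library. In PTENshRNA replicates 1 to 3 a single read is worth 1.08, 0.895 and 1.08, and 100% of the values above 0 are whole multiples of it within 0.001, so whole reads could be recovered and all 6 libraries put on the CPM scale with TMM factors. Genes at 1 CPM or more in at least 3 libraries were tested with limma on log2(CPM + 1), a scale that understates the change of low genes. The 45S ribosomal RNA precursor Rn45s, chosen after its values were seen, was at 6163, 13438 and 8635 CPM in PTENshRNA and at 1215, 1255 and 1310.3 CPM in PTENshRNA + PAX2, a difference that moves with the group. No batch is named for the 2 groups. A batch, mapping or counting difference that follows them cannot be told apart from the transfection or the cloning of the transfected cells. The paper describes the PTENshRNA data of Fig. 1A as coming from an RNAseq experiment performed earlier, and the replicate that is highest in its PTENshRNA columns, read by eye, was the same in these PTENshRNA libraries for 13 of 13 genes.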

The analysis revealed that PAX2 re-expression blocked loss of Pten-induced CSC markers expression **(**Fig. 6A**)**. 

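All 9 CSC markers of Fig. 6A were lower in the libraries labelled PTENshRNA + PAX2 than in PTENshRNA at an adjusted p under 0.05 from limma, and also adjusted over the list alone. In every marker each PTENshRNA library lay above each PTENshRNA + PAX2 library. Groups that did not overlap were common, in 59.6% of all tested genes, where chance gives 10% when both orders count. The R-spondin receptor genes Lgr5 and Lgr6 fell, Lgr5 from 33.3 ± 5.84 to 9.87 ± 1.04 CPM (SD, n = 3) and Lgr6 from 49.5, 46.7 and 47.1 CPM in PTENshRNA replicates 1 to 3 to 6.35, 7.70 and 8.01 CPM in PTENshRNA + PAX2. This is a log2 fold change of -1.65 (standard error 0.15) for Lgr5 and of -2.55 (standard error 0.11) for Lgr6. Wnt4, a secreted WNT ligand, went from 340.2 ± 28.0 to 160.0 ± 11.8 CPM, with the smallest log2 fold change of the 9 at -1.08 (standard error 0.10). Dkk3, a secreted member of the Dickkopf family, was the most abundant of the markers in PTENshRNA and had 837 ± 250.1 CPM there and 85.2 ± 21.9 CPM in PTENshRNA + PAX2 (log2 fold change -3.27, standard error 0.26). Of the retinaldehyde dehydrogenases, Aldh1a2 had a log2 fold change of -1.45 (standard error 0.23) from 154 ± 49.9 CPM in PTENshRNA, and Aldh1a3 one of -4.06 (standard error 0.23) from 23.6 ± 5.94 to 0.455 ± 0.245 CPM. The transcription factor gene Sox8 had 14.5 ± 5.90 CPM in PTENshRNA and 1.34 ± 0.523 CPM in PTENshRNA + PAX2. Kit, the receptor for stem cell factor, had 41.1, 5.97 and 19.5 CPM in PTENshRNA replicates 1 to 3 and no read in any PTENshRNA + PAX2 library. A floor of 3 reads over the group makes it at least 674-fold lower there, for counting error only. Dll4, a NOTCH ligand, was at 24.6, 18.2 and 8.56 CPM in PTENshRNA and 6.94, 5.04 and 7.24 CPM in PTENshRNA + PAX2 (log2 fold change -1.19, standard error 0.37, adjusted p = 0.0381 from limma). The other 8 markers had adjusted p between 6.82e-05 and 0.00356.

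**Figure D1:**
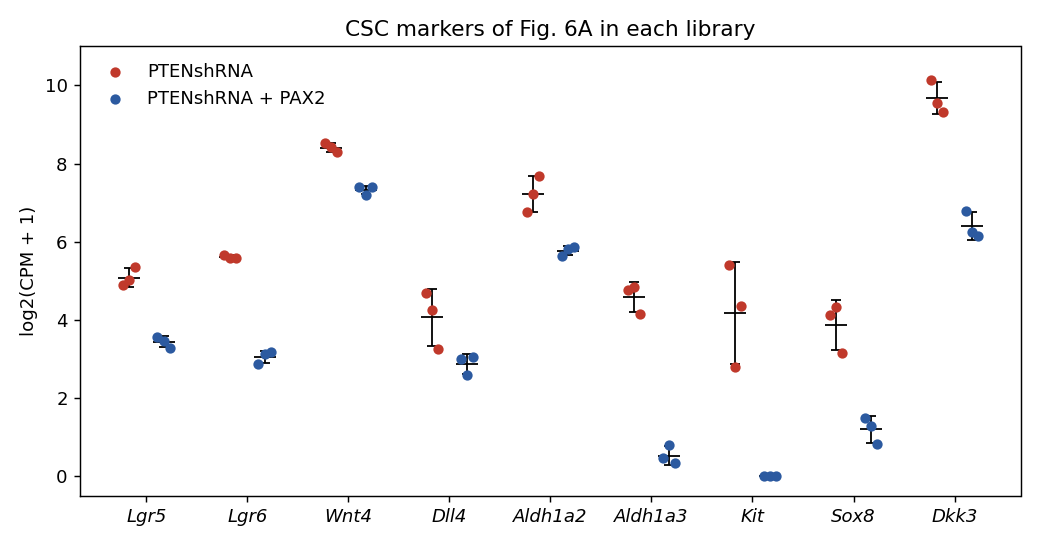
Level of the 9 CSC markers of Fig. 6A in each library, as log2(CPM + 1). Points are libraries (3 per group), the horizontal bar is the group mean and the error bar its SD; every PTENshRNA + PAX2 library lies below every PTENshRNA library, and Kit is at 0 in PTENshRNA + PAX2.

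As a set the 9 markers were lower than other genes (camera, adjusted p = 3.21e-05 at a preset correlation of 0.01, and adjusted p = 0.28 with an estimated correlation), with a median log2 fold change of -2.55 that is the same with Kit at its bound. The paper chose these genes on these libraries, so the set is not independent evidence of its direction. Dll4 kept its direction but missed the threshold with no filter on low values (adjusted p = 0.0500), without PTENshRNA replicate 2 (log2 fold change -1.08) and without PTENshRNA + PAX2 replicate 1, 2 or 3 (-1.24, -1.05 and -1.27), with adjusted p over its alternatives from 0.00163 to 0.125. The 9 genes lie, on GRCm38.p6, on chromosome 10 from 115450314 to 115587780 (Lgr5), chromosome 1 from 134983300 to 135105374 (Lgr6), chromosome 4 from 137277635 to 137299501 (Wnt4), chromosome 2 from 119325784 to 119335666 (Dll4) and chromosome 9 from 71215789 to 71296243 (Aldh1a2). The others lie on chromosome 7 from 66390892 to 66427477 (Aldh1a3), chromosome 5 from 75574987 to 75656722 (Kit), chromosome 17 from 25565893 to 25570686 (Sox8) and chromosome 7 from 112116019 to 112159482 (Dkk3). From the lower level of these markers after PAX2 was re-expressed, the paper concludes that PAX2 blocked the CSC marker expression induced by loss of Pten. It adds qPCR and western blots (Fig. 6B, C), and its heading calls the mediation by PAX2 loss partial. These libraries include no scrambled control, so whether loss of Pten induced the markers cannot be seen in them.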

To validate if re-expression of human PAX2 in PTEN^shRNA^ cells could inhibit CSCs marker expression, the transcripts from the RNAseq were validated by qPCR and western blots. Re-expression of PAX2 reduced CSCs markers at the mRNA and protein level **(**Fig. 6B, C**)**. These data are consistent with the literature where loss of PAX2 increased the CSC marker CD44^28^ and increased ALDH^29^. Overexpression of PAX2 in SCR^shRNA^, which already express endogenous PAX2, did not alter mRNA expression of the CSC markers **(**Supplementary Fig. 3E**)**. These data suggest that loss of PAX2, which occurs when PTEN is silenced^19^, contributes to CSCs enrichment. 

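Of the 6 other CSC markers that the paper names, 1 was lower and 2 were higher in the libraries labelled PTENshRNA + PAX2 at an adjusted p under 0.05 from limma (the same adjusted over the list alone), and 3 did not pass. Prom1, which encodes CD133, was lower in PTENshRNA + PAX2, at 3.00 ± 1.57 CPM (SD, n = 3) against 44.7 ± 12.3 CPM in PTENshRNA (log2 fold change -3.57, standard error 0.37, adjusted p = 8.02e-04 from limma). Aldh1a1 was higher, with 3 reads in all over the PTENshRNA libraries and 535 over the PTENshRNA + PAX2 libraries, a ratio of 160.2 with an exact 95% counting interval from 54.5 to 779. Ly6a, which encodes the stem cell antigen Sca-1, was at 94.9, 36.0 and 32.1 CPM in PTENshRNA and 83.0, 145 and 166 CPM in PTENshRNA + PAX2, and its groups overlapped. Its log2 fold change of 1.38 (standard error 0.46) was just past the threshold at an adjusted p of 0.0496 from limma, and it passed in only 8 of 20 alternatives, where its adjusted p ranged from 0.00225 to 0.156. The hyaluronan receptor gene Cd44 was at 422 ± 69.6 CPM in PTENshRNA and 469 ± 38.9 CPM in PTENshRNA + PAX2. Its log2 fold change was 0.16 (standard error 0.14, adjusted p = 0.396 from limma). The paper's qPCR difference for Cd44 in Fig. 6B, read by eye, is about -4.5 (standard error about 1.6), the opposite sign. Ly6e and Ly6f had log2 fold changes of -0.41 and 0.41 (adjusted p = 0.266 and 0.318). With the mean of the G2/M genes as a covariate, chosen after seeing the data, Ly6e passed (-0.68), with adjusted p over its alternatives from 0.0285 to 0.543. Of all 11704 tested genes 2638 were higher and 2640 lower at an adjusted p under 0.05 from limma. Of 17 tested genes linked to stemness that the paper does not name, 4 were higher and 5 lower at that threshold (4 and 6 adjusted over the list alone). The lower ones included the R-spondin receptor gene Lgr4 (log2 fold change -2.26, standard error 0.39) and Nt5e, which encodes CD73 (-1.94, standard error 0.43), though Nt5e missed the threshold without PTENshRNA + PAX2 replicate 2 (-1.78). The higher ones included the drug efflux pump genes Abcb1b (2.32, standard error 0.36) and Abcb1a (1.41, standard error 0.15).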

PAX2 re-expression also significantly reduced spheroid formation **(**Fig. 6D, E**)** and reduced loss of PTEN-induced increase in cell size **(**Supplementary Fig. 3D**)**. Re-expression of PAX2 reduced phosphorylation of P70S6K and AKT **(**Fig. 6F–H**)**, suggesting that downregulation of PAX2 might mediate CSC function and survival through those pathways. To address direct involvement of PAX2 in CSC regulation, we measured the expression of CSC markers upon PAX2 knockdown by shRNA in MOE cells. We found that PAX2 knockdown by shRNA increased CSC markers at the mRNA and protein level suggesting that loss of PAX2 plays a role in cancer stem cell function **(**Supplementary Fig. 3A, B**)**.

**Fig. 6:**
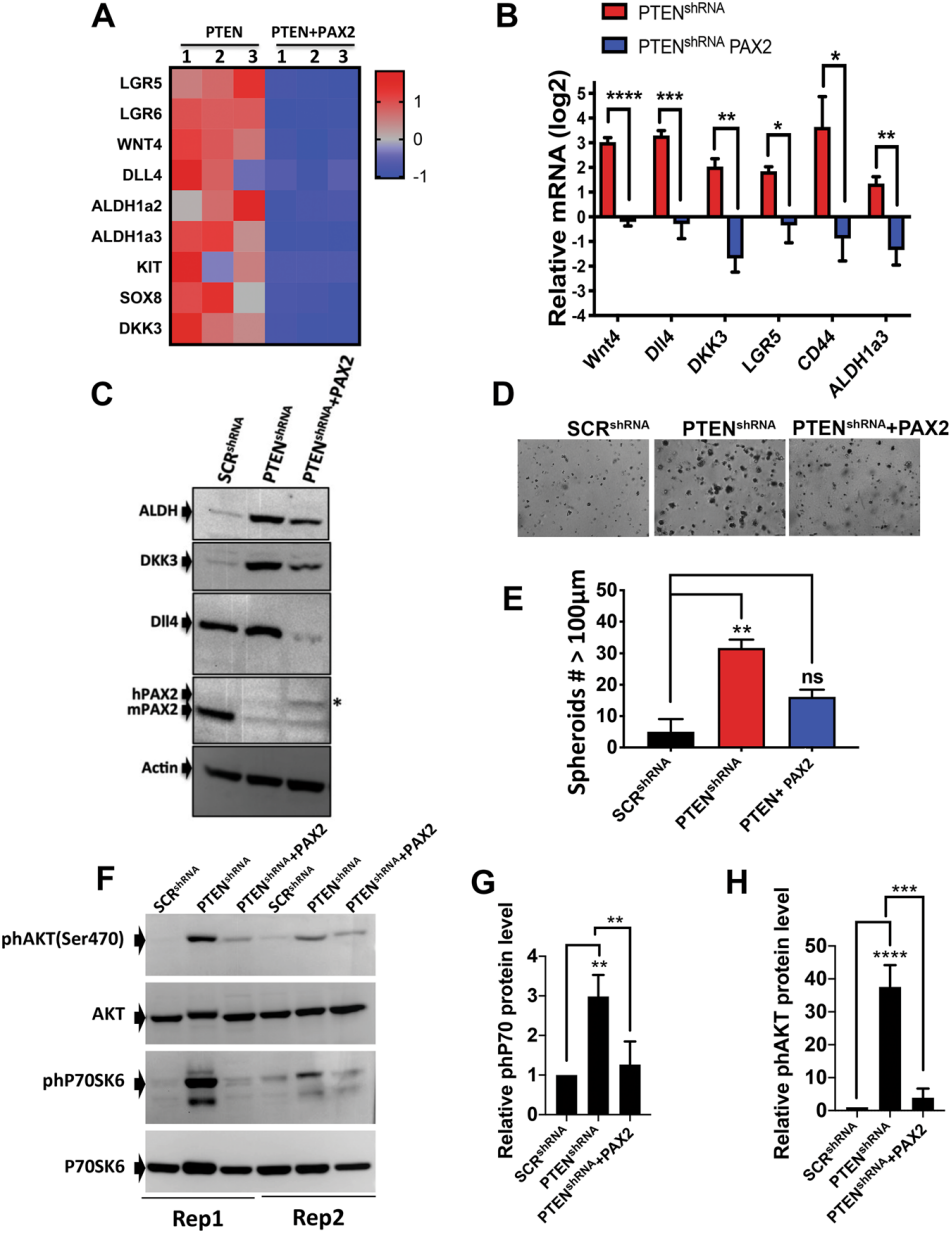
Re-expression of PAX2 reverses the increase in cancer stem cells markers induced by loss of PTEN. **A** Heatmap with genes regulated in PTEN^shRNA^ vs. PTEN^shRNA^ plus PAX2, showing that re-expression of PAX2 decreases CSC markers. **B** qPCR validating that re-expression of PAX2 decreases CSC markers in three independent experiments. Statistical analysis was performed using two-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **C** Western blot comparing CSC protein levels in SCR^shRNA^, PTEN^shRNA^, and PTEN^shRNA^ plus PAX2 using antibodies against ALDH, DKK3, DLL4, and actin. **D**, **E** Spheroid formation in matrigel imaged with a Nikon Eclipse TS100. Number of spheroids with diameter higher than 100 μm were counted using Celigo (Nexcelom) **p < 0.01. **F–H** SCR^shRNA^, PTEN^shRNA^, and PTEN^shRNA^ + PAX2^shRNA^ cells were subjected to western blot for phosphorylated P70S6K or AKT and three independent experiments quantified using ImageJ. Two out of the three biological replicates experiments are showed as Rep1 and Rep2. Normalization by actin was performed and statistical analysis using one-was ANOVA; **p < 0.01, ***p < 0.001, ****p < 0.0001.

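Beyond the markers of the heat map, 2638 genes were higher and 2640 lower in the libraries labelled PTENshRNA + PAX2 among the 11704 tested (adjusted p under 0.05 from limma), of which 896 were higher and 916 lower by at least 2-fold. The keratin gene Krt7 had the lowest log2 fold change of the abundant genes at -7.77 (standard error 0.19), from 1817 ± 339 CPM (SD, n = 3) in PTENshRNA to 7.34 ± 1.54 CPM. The smooth muscle genes Tagln and Acta2 followed it down (-6.43 and -5.89, standard errors 0.16 and 0.26), as did the lysyl oxidase gene Loxl2 (-5.71, standard error 0.12). The progesterone receptor gene Pgr had 7944 reads over the PTENshRNA libraries and 1 over the PTENshRNA + PAX2 libraries, a ratio of 8841 with an exact 95% counting interval from 1586 to 349249. That interval leaves out the spread between libraries, with Pgr at 167, 19.3 and 106 CPM in PTENshRNA replicates 1 to 3.
Of 12 tested epithelial genes, 6 were lower and none higher (7 lower adjusted over the list alone, and none higher with DESeq2 or edgeR or at an unadjusted p under 0.05), among them Elf3, an epithelial transcription factor (-4.24, standard error 0.30), and Krt19 (-2.34, standard error 0.24). With the mean of the G2/M genes as a covariate, chosen after seeing the data, 10 were lower and 1 higher. As a set they were lower than other genes (camera, adjusted p = 0.00280, and adjusted p = 0.81 with an estimated correlation). Of 16 tested mesenchymal genes, 8 were lower and 2 higher (the same adjusted over the list alone). Itgb3 (1.99, standard error 0.16) and Zeb2 (1.40, standard error 0.16) were the ones that rose. As a set the mesenchymal genes did not pass (camera, adjusted p = 0.0747, and adjusted p = 0.81 with an estimated correlation). They did with no filter on low values (camera, adjusted p = 0.0466 at the preset correlation). The 24 tested genes of the G2 and M phases had a median log2 fold change of -1.39, and none passed with limma or limma-voom, against 7 lower with DESeq2, 1 lower with edgeR and 1 lower at an unadjusted p under 0.05. As a set they did not pass (camera, adjusted p = 0.0851), but did without PTENshRNA replicate 1 (adjusted p = 1.78e-06) and without PTENshRNA + PAX2 replicate 2 (adjusted p = 0.0391) and with no filter on low values (adjusted p = 0.0364). These use the preset correlation, and over all 6 libraries adjusted p = 0.96 with an estimated correlation. Their mean log2(CPM + 1) was 2.90, 6.63 and 6.07 in PTENshRNA replicates 1 to 3 and 2.94, 4.48 and 3.87 in PTENshRNA + PAX2, so that PTENshRNA replicate 1 stood apart from its group.

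**Figure D2:**
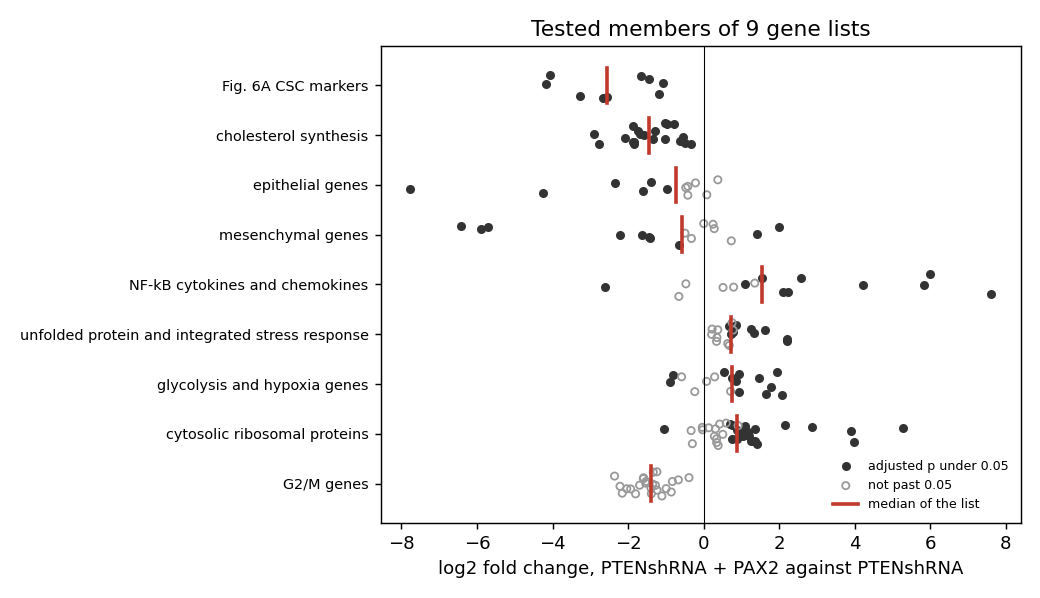
Log2 fold change, on the log2(CPM + 1) scale, of each tested member of 9 gene lists in PTENshRNA + PAX2 against PTENshRNA. Filled points passed an adjusted p under 0.05 and open points did not, and the red line is the list's median; all 20 tested genes of cholesterol synthesis and all 9 CSC markers lie below 0.

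The counts of calls without PTENshRNA + PAX2 replicate 1, 2 or 3 were 1517, 1418 and 1378 higher and 1747, 1704 and 1666 lower. Of all tested genes 59.6% had groups that did not overlap, where chance gives 10%.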

## Discussion

In this study, loss of PTEN in FTE cells induced an increase in CSC markers and spheroid formation compared to scramble control. We also found that loss of PTEN in FTE cells resulted in subpopulations of cells with distinct morphology and used cell size as tool to isolate CSC. We demonstrated that cells with reduced PTEN and increased size had increased CSC markers, were more chemoresistant, and able to form tumors in vivo when inoculated at lower cell concentration. In a previous study, loss of PTEN by shRNA in FTE cells is sufficient to induce tumorigenesis compared to a scramble shRNA control unable to form tumors^12,13^. Murine FTE cells with reduced PTEN showed lower PAX2 mRNA and protein levels compared to the scrambled control^19^. 

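Signalling genes around the CSC markers moved both ways between PTENshRNA and the libraries labelled PTENshRNA + PAX2. So did the tested genes in general, with 2638 higher and 2640 lower of 11704 at an adjusted p under 0.05 from limma. Of 15 tested WNT ligands and receptors outside the markers, 8 were lower and 3 higher in PTENshRNA + PAX2 at an adjusted p under 0.05 from limma (also 8 and 3 adjusted over the list alone). The Frizzled receptor genes Fzd1 and Fzd6 fell, with log2 fold changes of -1.38 (standard error 0.24) and -1.37 (standard error 0.19). Fzd4 and Fzd7 rose, with 0.80 (standard error 0.22) and 0.48 (standard error 0.10), but Fzd4 missed the threshold in 4 of the fits that leave out a library (log2 fold change 0.71 to 0.87) and Fzd7 without PTENshRNA + PAX2 replicate 2 or 3 (0.44 and 0.46). Of 11 tested canonical WNT target genes, 4 were higher and 1 lower (the same adjusted over the list alone). The secreted protease gene Mmp7 (2.95, standard error 0.20) and the AP-1 gene Fosl1 (2.92, standard error 0.38) rose, and both also respond to signals other than WNT. Of 13 tested NOTCH pathway genes, 4 were higher and 4 lower (the same adjusted over the list alone). The NOTCH target gene Hes1 was at 73.1 ± 13.5 CPM (SD, n = 3) in PTENshRNA and 13.9 ± 3.79 CPM in PTENshRNA + PAX2 (log2 fold change -2.33, standard error 0.23), and Lfng, which glycosylates NOTCH receptors, had a log2 fold change of -1.78 (standard error 0.27). Notch3 (1.25, standard error 0.25) and the coactivator gene Maml3 (1.24, standard error 0.18) rose. None of these 3 lists moved as a set against other genes (camera, adjusted p = 0.19, 0.40 and 0.93), except the ligands and receptors with no filter on low values (adjusted p = 0.0196, and with the filter adjusted p = 0.87 with an estimated correlation).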

We found the re-expression of PAX2 could reverse many of the CSC features including the expression of the CSC markers as well as the formation of spheroids. PAX2 knockdown in normal fallopian tube epithelial cells expressing PTEN also increased CSC markers such as ALDH, DKK3, and DLL4 confirming the critical role of PAX2 reduction on CSC function. The reversal of these CSC features from PAX2 re-expression coincided with the inhibition of phosphoP70SK6 and phosphoAKT.

Loss of PTEN has been reported to impact stem cell self-renewal^30,31^. LGR5 and WNT4 have been reported to be co-enriched in stem cell-like populations in oviducts^14^. ALDH and CD44 have also been extensively characterized as CSC markers in HGSOC^17,18^. The current study provided a link to how these markers may change in that ALDH expression was increased upon silencing of PTEN, which is consistent with stem cell-like capacity. Importantly, from a translational perspective, Buckanovich et al. reported that ALDH inhibitors were able to induce cell death in ovarian cancer stem cells and reduce tumor cell survival^32^ suggesting that not only are these markers important for characterizing the cancer stem cell population; but also blocking their expression has an impact on their tumor-forming capabilities. Ng et al.^14^ do not confirm increase in ALDH1a1 in the potential fallopian tube stem cell niche but a modest increase in ALDH1a2; ALDH1a3 however, was not assessed. Lack of increased ALDH1a1 in early tumorigenesis is supported also by Chui H.M. et al.^33^. Interestingly, in the Chiu paper, they analyzed fallopian tubes with early lesions (BRCA mutation and consequent p53 stabilization) and did not find increase in ALDH1a1. However, we know that BRCA mutation and p53 stabilization are not sufficient to generate ovarian cancer, but rather they are precursors. It is the addition of other pathway alterations that drive tumorigenesis, such as loss of PTEN or regulation of the pathway downstream of PTEN. In addition, the role of all ALDH1 isoforms have not been addressed and here we found that ALDH1a3, not ALDH1a1 has been upregulated. Our findings suggest that ALDH1 upregulation could be acquired following downregulation of PTEN. In our case, loss of PTEN generated two populations (at least) of cells with different CSC profiles, both tumorigenic with the enlarged cells having increased tumorigenicity and chemoresistance. Therefore, loss of PTEN leads to tumorigenic cells with a subpopulation of enriched cells, consistent with heterogeneity in human tumors.

DKK3’s role in CSC has not been reported and its role in cancer has been controversial^15,34^. DKK3 is an inhibitor of the WNT canonical pathway^15^. We previously showed that the WNT4 and the noncanonical WNT pathway is activated in MOE:PTEN^shRNA^ and that it contributes to cell motility and ovarian adhesion, which is thought to occur when fallopian-tube-derived tumor cells initially colonize the ovary^15^. One study reported that DKK3 is reduced in HGSOC as compared to fallopian tube control^34^. However, an analysis of the RNA expression of the Singapore dataset for HGSOC patients revealed upregulation of DKK3 when HGSOC is compared to fallopian tube **(**Supplementary Fig. 1**)**.

The majority of tumors present with cellular heterogeneity including a population of large cancer cells, increased DNA copy number, and resistance to chemotherapy^35^. In ovarian cancer, these giant cells are predictors of poor prognosis^21^ and have been associated with CSCs^24,25^. Despite all the cell populations having reduced PTEN expression, the MOE:PTEN^shRNA^ cells consistently had two sizes of cells. Loss or mutation of *PTEN* was previously associated with increased cell size through a PI3K-dependent and independent pathway^36^. Loss of PTEN has been associated with cell size arrest induced by DNA-damage^37,38^ and spindle orientation through PLK1, resulting in increased size and DNA copy number suggesting that loss of PTEN may generate CSCs through asymmetric division^39^. Mutation of PTEN causes hamartoma syndrome, where patients display an increased incidence of cancer and enlarged cells^40^. The stem-like subpopulation represents a potential target to be tested for therapeutic purpose.

The most frequent mutation in HGSOC occurs in *TP53* and appears in precursor lesions^41^ and the loss of *PAX2* is also reported to be lost in early fallopian tube tumorigenesis^27^. PAX2 is critical for FTE differentiation^42^ and thus its loss lead to less differentiated, more stem-like cells^1^. However, PAX2 is not methylated or mutated in HGSOC^43^, but rather transcriptional regulated. Wild-type TP53 has been shown to activate PAX2 transcription whereas the R273H TP53 mutation has been proven to suppress it^19^. Loss of *PAX2* or mutation of *TP53* in the oviduct alone is not sufficient to induce tumorigenesis^19^ and precursor lesions frequently present also reduced or mutated PTEN expression^6,19^. Taken together, the loss of PTEN in FTE leads to stabilization of p53 and loss of PAX2^12,13,39^. Interestingly, most mouse models of FTE-derived ovarian cancer require loss of PTEN to induce tumor formation, and in all of them, the loss of PTEN causes tumors to form earlier^44,45^. In addition, re-expression of PAX2 in PTEN-depleted FTE cells blunted tumor formation, suggesting that loss of PAX2 is important in PTEN-induced tumorigenesis^19^. PAX2 has been shown to inhibit the CSC marker CD44 in MOE cells^3^. We demonstrated that re-expression of PAX2 reduces CSCs enrichment from loss of PTEN based on spheroid formation and CSC markers expression. 

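Genes that make or answer to retinoic acid, the product of the ALDH1A markers, changed in part. Of 11 tested genes of retinoic acid signalling, 4 were lower and 2 higher in the libraries labelled PTENshRNA + PAX2 at an adjusted p under 0.05 from limma (5 and 2 adjusted over the list alone). Dhrs3, a retinaldehyde reductase, was at 95.9 ± 44.6 CPM (SD, n = 3) in PTENshRNA and 14.3 ± 2.66 CPM in PTENshRNA + PAX2 (log2 fold change -2.55, standard error 0.38). The retinoic acid hydroxylase gene Cyp26a1 fell (log2 fold change -2.09, standard error 0.26), and its relative Cyp26b1 rose from 0.775 ± 0.559 to 30.5 ± 9.83 CPM (4.14, standard error 0.33). The retinol transporter gene Stra6 also rose (1.86, standard error 0.24). Of 12 tested ALDH genes outside the markers, 5 were lower and 4 higher (the same adjusted over the list alone). Aldh1l1 and Aldh7a1 had log2 fold changes of -1.47 (standard error 0.29) and -0.90 (standard error 0.18), and Aldh6a1 of 1.59 (standard error 0.35). As sets neither list passed (camera, adjusted p = 0.78 and 0.86).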

The repression of CSC properties may be part of the reason that PTEN^shRNA^ cells re-expressing PAX2 are less aggressive at forming tumors in vivo as compared to PTENshRNA models^19^.

Furthermore, our study suggests that both mTOR and AKT activation, which are activated when PTEN is silenced, play a role in CSC marker expression and spheroid formation. Our data also show that inhibitors of AKT reduce spheroids formation; however, a constitutive active myristoylated AKT that is confined to the plasma membrane does not inhibit CSC function. This suggests a role for nuclear AKT in CSC function, consistent with findings in breast cancer^46^. Direct inhibition of p70S6K and AKT, that are frequently activated in HGSOC^47,48^ with small molecule inhibitors might be a reasonable therapeutic strategy to impact stemness in addition to PAX2 re-expression^49,50^. Previous studies screened for several compounds able to increase PAX2 expression, and found potential hits, such as luteolin^19^.

In conclusion, the evidence reported here, suggests a role for loss of PTEN in increasing CSC properties via an enrichment of CSC markers confined in an enlarged population of cells with increased chemoresistance. In addition, our study supports a role for PAX2 re-expression in HGSOC as a mechanism to reduce chemoresistant cancer stem-like cells function and tumor relapse.

## Material and methods

### Cell culture

MOE were originally provided by Dr. Barbara Vanderhyden, U. of Ottawa, and they were not immortalized using hTERT or SV40 or any transgenes but spontaneously. Murine cells have the ability to grow on plastic for several passages, which along with culture in estradiol and EGF allows for the culture of these cell lines. FT33 were provided by Ronny Drapkin^51,52^, and are immortalized with hTERT and SV40. FT33 cells were maintained, as previously described^53,54^ in grown in DMEM-Ham’s F12 supplemented with penicillin/streptomycin and 2% Ultroser-G (Crescent Chemicals). MOE cells were grown in the DMEM with 10% FBS (Gibco), L-glutamine (2 mmol/L, Gibco), EGF (0.1 mg/mL, Roche), ITS (Roche), gentamicin (50 mg/mL, Gibco), B-estradiol (1 mg/mL in 100% EtOH, Sigma–Aldrich), and penicillin/streptomycin.

FT33 were transfected using TransIT LT1^TM^ as described previously^12^ with plasmids containing the shRNA targeting PTEN and the control nontargeting shRNA. MOE were previously generated^12,13^ (shRNA used were: TRCN0000322421 and SHC002 for murine cells and TRCN0000002749 and SHC016-1EA for human cells from Sigma). Single clones were isolated from FT33 control and PTENshRNA as well as from MOE PTENshRNA and control shRNA transfected MOE cells (as previously described^12,13^). All of the cells were passaged a maximum of 20 times and cultured in the monolayers in 95% air and 5% CO_2_ at 37 °C cell incubator (Sanyo, Japan) according to the ATCC cell culture protocol. The shRNA lines media contained puromycin for maintenance.

Rapamycin was obtained from Sigma and used at 20 nM final; P70S6K inhibitor (PF-04708671) and Akt inhibitor (MK2206) were obtained from Cayman and used at 25 and 10 μM final, respectively.

### Animal care

All animals were treated in accordance with the National Institutes of Health and institutional (UIC) Guidelines for the Care and Use of Laboratory Animals. Mice were housed under normal condition environment and provided food and water ad libitum. The C57b/6 *LoxP-PTEN-LoxP* obtained from MMHCC (Mouse Models of Human Cancer Consortium) were bred with mice expressing cre-recombinase under control of PAX8 promoter from Research Institute of Molecular of Pathology, Vienna, Dr. Bohr-Gasse^55^.

### BrdU pulse-chase assay

For pulse-chase BrdU experiments, six mice *Pax8*^cre/+^*Pten*^fl/+^(heterozygous) or *Pax*8^cre/+^*Pten*^fl/fl^(homozygous) were injected with 100 mg/Kg BrdU every day for 1 week. The age of the transgenic mice for injections was 6 weeks. A set of mice (#3) was sacrificed right after injection and another set was kept without further injections, so that BrdU could be chased out of the cells for 2 weeks. The reproductive tissues were isolated, fixed in 4% PFA and processed for IHC. Antibody against BrdU (Abcam) was used with overnight incubation. Cells with positive staining BrdU per field were counted. Three fields from three independent experiments were counted and plotted using prism.

### Limiting dilution assay

Subcutaneous injections (2000, 20,000, and 1 × 10^6^ cell) were done in nude mice. The age of the mice for subcutaneous injections was 6 weeks. With 95% confidence level and 50% confidence interval (considering a difference between groups of 200 and a sigma 50 for expected standard deviation) on a population of 27 mice the number of mice required for a power >80% was 3. Therefore, a number of nine mice per cell line were used with three mice per cell dilution. Tumor size was measured by caliper every week for 6 months. The mice were all female for the purpose of studying ovarian cancer.

### RNA isolation, cDNA synthesis, and RT-PCR

RNA extraction was performed as previously described^56^. iScript^TM^ cDNA synthesis kit (BioRad, Hercules, CA) and SYBR green (Roche, Madison, WI) were used according to manufacturer’s instructions. All qPCR runs were performed on the CFX96 (Biorad, San Francisco, CA). Primers used are described in Table SI. For RNAseq experiments RNA was isolated using RNAeasy kit from Qiagen and submitted to the Northwestern NUseq Core and submitted to GEO: GSE157358.

### Western blot analyses

For the study with inhibitors, the cells were seeded at 1 × 10^6^/10 cm dish and treated the day after with 20 nM Rapamycin, 10 μM MK2206, 25 nM PF-04708671, or DMSO for 72 h. Cells were lysed in RIPA buffer (50 mM Tris pH 7.6, 150 mM NaCl, 1% Triton X-100, 0.1% SDS) with protease (Sigma) and phosphatase inhibitors (tablets from Roche). Protein lysates (30 μg) were loaded onto a SDS-PAGE and transferred to nitrocellulose membrane. Blots were blocked with 5% milk or BSA in TBS-T and probed at 4 °C overnight with primary antibodies (Table SII). Membranes were incubated with anti-rabbit or anti-mouse HRP-linked secondary antibody for 30 min and developed as described previously^56^.

### Immunohistochemistry (IHC)

Tissues were fixed in 4% PFA, embedded in paraffin, processed and prepared for immunohistochemistry as previously reported^12,53,57^. The age of the transgenic mice for IHC was 4 months. Primary antibodies were incubated overnight (Table SII). Images were acquired on a Nikon Eclipse E600 microscope using a DS-Ri1 digital camera and NIS Elements software.

### Flow cytometry and cell sorting

Cells were seeded in 10 cm dishes and incubated at 37 °C until 90% confluent. Then the cells were washed with PBS and trypsinized. Cells were collected in complete medium and counted 1 × 10^7^ cells were washed in PBS and resuspended in in 500 μl of Basic Sorting Buffer (Phosphate Buffered Saline (Ca/Mg^++^ free)), 1 mM EDTA, 25 mM HEPES pH 7.0, 1% Fetal Bovine Serum (Heat-Inactivated), 0.2 μm filter sterilize) and kept on ice until analysis. Cells were sorted using Astrio and collected in Collection Medium containing 25% FBS.

### ALDH activity

MOE cells SCR^shRNA^ or PTEN^shRNA^ were plated at 3 × 10^5^/ml density. All reagents were prepared as reported in the manufacturer instructions. The day after plating, cells were treated with AldeRed substrate (AldeRed 588-A, Sigma) or with ALDH inhibitor DEAB. After 1-h incubation at 37 °C, cells were trypsinized, centrifuged, washed and imaged using flow cytometry. Gates were adjusted in cells treated with AdeRed substrate to eliminate background and to setup baseline.

### Cell size analysis

MOE cells SCR^shRNA^, PTEN^shRNA^, or PTEN^shRNA^ + PAX2 were plated at 1 × 10^6^/ml. The day after the cells were trypsinized, centrifuged and washed in PBS. Twenty microliter of cell suspension was added onto the Cellometer K2 (Nexcelom) slides and cell count and diameter per each cell was measured by the machine. Data were presented in prism as percent per diameter.

### Matrigel multispheroid assay

Cells were seeded at 1000 per well in 50% Matrigel and 50% complete medium for MOE cells^12^. To avoid the cells to attach to the bottom of the plate, 96-well ultralow flat bottom attachment plates were used (Corning). Images were taken from three wells (technical replicates) and experiments were repeated independently three times. The cells were incubated at 37 °C for 12 days and analyzed using Celigo (Nexcelom). The protocol we used, called colony (1 + 2 + 3 + 4 + 5, merge) allowed z-stack through the agarose and stitching of the images to create a final picture that included combination of all spheroids formed. The machine gave measurements of number of spheroids and the area of single spheroids from which we calculated the diameter.

### Cell cycle assay

Cells were seeded at 1 × 10^6^ in 10 cm dish. When cells reached 90% confluency, they were trypsinized, washed with PBS, fixed with Ethanol 70% for 1 h, washed in PBS, and then treated with RNAase (100 μg/ml) for 15 min at room temperature (RT). Propidium iodide (100 μg/ml) was then added and incubated at RT for 45 min, after which cells were washed with PBS and finally resuspended in 200 μl of PBS. Cell cycle was analyzed using Cellometer (Nexcelom) that generate an histogram per each sample in the FCS software. Gating was manually optimized and percent of cells in each phase were then plotted using prism.

### Viability assay

For adherent conditions, cells were seeded at 2000 per well in 96-well tissue culture coated plates, flat bottom, in the presence or absence of 80 μl of cisplatin at the concentrations indicated in the figure. After 72 h, 20 μl MTT reagent (Cell titer grow from Promega) were added, incubated for 30 min on a shaker and read on the BioTek Synergy Mx plate reader.

For spheroids, cells were plated at 2000 per well in 96-well ultralow round bottom attachment plates and incubated for 10 days in the presence of 50 μl of cisplatin at the concentrations indicated in the figure. After 10 days, 50 μl of Promega 3D were added, incubated for 30 min on a shaker and read using the BioTek Synergy Mx plate reader. Three independent experiments were performed and IC50 was obtained on prism and averaged.

### Ex vivo adhesion assay

This assay was performed as described earlier^13,58^. Briefly, ovaries from 16–17-days-old CD1 mice were wounded with a scalpel blade to mimic ovulation and each ovary was incubated with 30,000 fluorescently labeled cells (stably transduced with RFP lentiviral particles) overnight at 37 °C in an orbital shaker (40 rpm). The next day ovaries were washed several times, observable cells were counted, and representative pictures were taken with an AmScope MU900 with Toupview software (AmScope, Irvine, CA).

### Transfections

Pcmv-human-PAX2 was transfected into PTEN^shRNA^ or SCR^shRNA^ lines using Lipofectamine 2000 or TransIT LT1^TM^. Ten micrograms of plasmid per 10 cm dish was used and a ratio of Lipofectamine: plasmid of 3:1 in 1 ml total of optimem. The transfection media was then added to the cells in normal media and incubated for 48 h before processing. Single clones were isolated from PAX2-transfected PTEN^shRNA^ cells.

### Proliferation SRB assay

A total of 3000 cells were plated in triplicates in a clear flat–bottomed 96-well plate and allowed to attach overnight. Cells were incubated for 72 h at 37 °C and then fixed with 20% Trichloroacetic acid. Cell viability was determined using 0.04% Sulforhodamine B via colorimetric detection at 505. Normalization by time zero was performed and graph generated using GraphPad Prism software.

### Statistical analyses

All data are represented as mean ± standard error. Statistical analysis was carried out using Prism software (GraphPad, La Jolla, CA). All conditions were tested in three replicates in at least triplicate experiments. Statistical significance was determined by Student’s *t*-test when only two populations were compared; one-way ANOVA when more than two population were compared; two-ways ANOVA when more than two populations each divided into groups. *p ≤ 0.05 was considered significant.

## Supplementary information

Supplemental Figure 1

Supplemental figure 2

Supplemental figure 3

Supplemental figure legends

Sequences of primers used for qPCR

List of antibodies used for Western blot and IHC

## Data Availability

The data RNAseq analyzed in this study have been deposited to GEO: GSE157358. The other datasets are available from the correspondent author upon request.

# Supplementary material for: Silencing PTEN in the fallopian tube promotes enrichment of cancer stem cell-like function through loss of PAX2
**Source:** Cell Death Dis. 2021 Apr 7;12(4):375. doi: 10.1038/s41419-021-03663-2
**Supplement:** Supplementary file 4 — Supplemental figure legends

# Supplemental Figure legends

# Supplemental Figure 1. A-C) Singapore database analysis for ALDH1a3, WNT4 and DKK3 showing amplification in HGSOC as compared to human FTE. D) TCGA analysis showing amplification or mRNA up- regulation of CSC markers in HGSOC.

**Supplemental Figure 2. A)** PTEN^shRNA^ cells labeled with RFP or GFP were co-cultured in 50% Matrigel for 7 days and imaged using NIKON Eclipse TS100. Scale bar 200μm. **B)** ALDH activity was quantified using AldeRed 588 substrate and imaged using flowcytometry. **C)** Proliferation of CSC^Low^ vs. CSC^High^ was assessed for 5 days using SRB assay. **D)** Cell cycle analysis in CSC^Low^ vs. CSC^High^ using propidium iodide and analyzed using Cellometer K2 (Nexcelom).

**Supplemental Figure 3.** **A)** mRNA level of CSC markers in MOE cells expressing PAX2 shRNA vs. control. Three independent experiments were quantified, and statistical analysis was done using one-way ANOVA. **B)** Protein level of CSC markers in MOE cells expressing PAX2 shRNA vs. control. **C)** Human fallopian tube cells FT33 were targeted with PTEN^shRNA^ and analyzed for PTEN and ALDH expression by western blot. **D)** SCR^shRNA^, PTEN^shRNA^ and PTEN^shRNA^ plus PAX2 were trypsinized and diameter of cells in each population was quantified using Cellometer K2 from Nexcelom. **E)** SCR^shRNA^ MOE cells were transiently transfected with PAX2 plasmid and processed for qPCR. Three independent experiments were quantified, and statistical analysis was done using one-way ANOVA. **F)** SCR^shRNA^ MOE cells were subjected to cell sorting and two populations of cells were isolated based on size and processed for qPCR. Three independent experiments were quantified, and statistical analysis was done using one-way ANOVA.

# Supplemental Table I. Table with sequences of primers for qPCR.

# Supplemental Table II. Table with information relative to antibodies used for Western blot and IHC.

# Supplementary material for: Silencing PTEN in the fallopian tube promotes enrichment of cancer stem cell-like function through loss of PAX2
**Source:** Cell Death Dis. 2021 Apr 7;12(4):375. doi: 10.1038/s41419-021-03663-2
**Supplement:** Supplementary file 5 — Sequences of primers used for qPCR

## Slide 1

Table SI
| PRIMERS qPCR | |
| --- | --- |
| ALDH1a2 F | GAGTGTTCCCTGTCTGTAATC |
| ALDH1a2 R | CCTTGTCTATATCCACCTTGT |
| ALDH1a3 F | CACGAATCCAAGAGTGGAAG |
| ALDH1a3 R | TCCACATCGGGCTTATCT |
| CD44 F | CACAGACCTACCCAATTCCTTC |
| CD44 R | GTGTGTTCTATACTCGCCCTTC |
| DKK3 F | GTTCACAAGATAACCAACAACC |
| DKK3 R | CTCCTCTTGCCTTCTTCATC |
| DLL4 F | GTGACCAAGATCTCAACTACTG |
| DLL4 R | GGAGACAGGTGCAGGTATAA |
| LGR5 F | ACCTCCGATCTCTGAACTTA |
| LGR5R | CGACAGGAGATTGGATGATAG |
| Ly6a F | GCAGTTATTGTGGATTCTCAAAC |
| Ly6a R | GTACCCAGGATCTCCATACTT |

# Supplementary material for: Silencing PTEN in the fallopian tube promotes enrichment of cancer stem cell-like function through loss of PAX2
**Source:** Cell Death Dis. 2021 Apr 7;12(4):375. doi: 10.1038/s41419-021-03663-2
**Supplement:** Supplementary file 6 — List of antibodies used for Western blot and IHC

## Slide 1

Table SII
| Antibodies | Company | Catalog# | Western | IHC |
| --- | --- | --- | --- | --- |
| ALDH | Santacruz | SC-166362 (H-8) | 1:2000 in 5% milk | 1:200 |
| CD44 | Abcam | AB119348 | | 1:100 |
| DKK3 | Invitrogen | PA5-21325 | 1:500 in 2.5% BSA | 1:100 |
| Dll4 | Santacruz | SC-28915 | 1:1000 in 2.5% milk | 1:100 |
| LGR5 | Abcam | AB75850 | 1:500 in 2.5% milk | 1:150 |
| WNT4 | Abcam | SC-13962 | 1:500 in 2.5% milk | 1:100 |
| PAX2 | Invitrogen | 71-6000 | 1:500 in 2.5% milk | 1:100 |
| PTEN | Cell Signaling | 9188S | 1:1000 in 2.5% BSA | 1:50 |
| phAKT (Ser473) | Cell Signaling | 4060S | 1:1000 in 5% BSA | N/A |
| phP706SK (Thr389) (108D2) | Cell Signaling | 9234S | 1:1000 in 5% BSA | N/A |
| Actin | Sigma | A2066 | 1:1000 in 5% milk | N/A |
| BrdU | Abcam | AB6326 | N/A | 1:40 |
| AB | Company | Catalog# | Western | IHC |
| --- | --- | --- | --- | --- |
| ALDH | Santacruz | SC-166362 (H-8) | 1:2000 in 5% milk | 1:200 |
| CD44 | Abcam | AB119348 | | 1:100 |
| DKK3 | Invitrogen | PA5-21325 | 1:500 in 2.5% BSA | 1:100 |
| Dll4 | Santacruz | SC-28915 | 1:1000 in 2.5% milk | 1:100 |
| LGR5 | Abcam | AB75850 | 1:500 in 2.5% milk | 1:150 |
| WNT4 | Abcam | SC-13962 | 1:500 in 2.5% milk | 1:100 |
| PAX2 | Invitrogen | 71-6000 | 1:500 in 2.5% milk | 1:100 |
| PTEN | Cell Signaling | 9188S | 1:1000 in 2.5% BSA | 1:50 |
| phAKT (Ser473) | Cell Signaling | 4060S | 1:1000 in 5% BSA | N/A |
| phP706SK (Thr389) (108D2) | Cell Signaling | 9234S | 1:1000 in 5% BSA | N/A |
| Actin | Sigma | A2066 | 1:1000 in 5% milk | N/A |
| BrDU | | | | 1:40 |
| | | | | |
Table 1

How the deposited data were processed for this re-analysis (not part of the article)

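RNA sequencing of 3 PTENshRNA and 3 PTENshRNA + PAX2 libraries of MOE cells was analysed from the authors' tables of 23337 mouse gene symbols, 1 table per library. The submitters' processing notes list cutadapt, STAR, HTSeq and DESeq2 without versions or order, and the build mm10. Strandedness, the annotation release and read filters are not given in the sources used here, so overlapping and antisense genes cannot be separated. For PTENshRNA + PAX2 the authors deposited raw counts. For PTENshRNA the deposited values are a signal, counts that the authors divided by 1 factor per library, as DESeq2 size factors do. Dividing each value by what 1 read is worth gave whole reads within 0.001 for 100% of the values above 0. A blank cell in PTENshRNA replicate 1 was read as 0. Of the symbols, 20756 matched RefSeq genes of GRCm38.p6 directly, 2360 through an older symbol and 221 not at all.

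The test written before the data were examined was edgeR's quasi-likelihood test on counts, with limma on log2(value + 1) for other units and no test across groups whose files hold different units. The groups do hold different units as deposited. Because whole reads could be recovered exactly, all 6 libraries were brought to 1 unit, CPM, and tested with limma after all, a departure made after the files were seen. CPM cancels the authors' factor. Effective library sizes came from TMM, genes at 1 CPM or more in at least 3 libraries entered, and limma (trend and robust) was fitted on log2(CPM + 1) with the group as the only term and Benjamini-Hochberg adjustment over the 11704 genes tested. Fold changes are on that scale unless a ratio of reads is named. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. On the recovered and deposited whole reads edgeR called 2752 genes higher and 2877 lower among 12626.

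Before the data were examined, 36 gene lists were fixed, 34 of which had 3 or more tested members and were tested with camera at a preset correlation of 0.01. Genes named in the text are the 23 that the paper names, the 10 highest and 10 lowest log2 fold changes among genes past the threshold with an average of at least 8 CPM and groups that do not overlap (without predicted genes and pseudogenes), and in each list up to 2 of the highest and 2 of the lowest members past the threshold, with Rn45s and Psap chosen after their values were seen. Alternatives fixed at the same time were RLE factors, upper-quartile factors, library size only, DESeq2, limma-voom, no filter, 1 CPM in all 6 libraries, the replicate block, leaving out each library, protein-coding genes only, pseudocounts of 0.1 and 5, a test against a 1.5-fold change, camera with an estimated correlation and fry. A correction for GC content and length was not run, since no exon lengths or base composition were given.

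The fit was tested on simulated counts with these libraries' sizes, means and spread, where 200 genes were changed. It recovered 95% of genes changed 4-fold, 35.8% changed 2-fold and 4.17% changed 1.5-fold in the comparison of the 2 groups, with 6 unchanged genes called among 11666 tested. Far more genes were called in the data, 2638 higher and 2640 lower, which makes the Benjamini-Hochberg cutoff less strict there. The shares recovered therefore do not give the power of the fit in the data. Libraries of 27041672 to 35030545 reads were deep enough that a floor of 3 reads over a group is 0.0349 CPM in PTENshRNA and 0.0314 CPM in PTENshRNA + PAX2, and intervals and floors cover counting error only. No pair of libraries of a group differed by less than the sampling noise, so none was taken as 1 library deposited under 2 labels. This does not show that they came from separate cultures. Their log2 CPM values correlated across genes at 0.982 to 0.996 in PTENshRNA and 0.998 to 0.999 in PTENshRNA + PAX2. The 22 listed colour orders of Fig. 1A and Fig. 6A and the bars of Fig. 6B were read by eye after the values of the files had been seen. The libraries of the scrambled control in Fig. 1A were not analysed here.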

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

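The tests of reads shared with pseudogenes and of a common rise were chosen after the result was seen. The results below lie in genes that the paper does not discuss and differ from the level in PTENshRNA. The 10 abundant genes with the highest log2 fold change in the libraries labelled PTENshRNA + PAX2 were led by the chemokine gene Ccl2 (7.62, standard error 0.51), which was at 96.8, 256 and 429 CPM there and at 0.130 ± 0.140 CPM (SD, n = 3) in PTENshRNA. The efflux pump gene Abcc2 followed at 6.54 (standard error 0.18), the iron-siderophore binding Lcn2 at 5.99 and the chemokine gene Ccl7, at 5.83, with 2 reads over the PTENshRNA libraries and a ratio of reads of 2992 (exact 95% counting interval 828 to 24708). The kinase gene Pak3 had 5.68, the glutathione transferase gene Gsta2 5.60, the protocadherin gene Fat2 5.55 and Atp13a4 5.31, with 3 reads over the PTENshRNA libraries and a ratio of reads of 1211 (exact 95% counting interval 414 to 5876). The ribosomal protein genes Rpl35 and Rpl19 had 5.56 and 5.29, but their counts are uncertain, as given below.

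Of 15 tested NF-kB cytokines and chemokines, 9 were higher and 1 lower (10 and 1 adjusted over the list alone), including Ccl2 and Lcn2, with Csf2 the one that fell (-2.61). As a set they passed camera (adjusted p = 0.00447, and adjusted p = 0.81 with an estimated correlation), but the count fell to 5, 4 and 4 higher without PTENshRNA + PAX2 replicate 1, 2 or 3 and to 3 with 1 CPM required in all 6 libraries. The set test was also lost without PTENshRNA replicate 2 (adjusted p = 0.0513), without PTENshRNA + PAX2 replicate 1, 2 or 3 (adjusted p = 0.0593, 0.0966 and 0.153) and with 1 CPM in all 6 libraries (adjusted p = 0.198). Of 18 tested genes of the unfolded protein and integrated stress response, 9 were higher and none lower (10 higher adjusted over the list alone, and none lower with DESeq2, edgeR or at an unadjusted p under 0.05), and 14 were higher without PTENshRNA replicate 1. Ddit3, which encodes CHOP, was at 52.1 ± 7.50 CPM in PTENshRNA and 244 ± 28.4 CPM in PTENshRNA + PAX2 (log2 fold change 2.21), and Trib3 had 2.20 but missed the threshold without PTENshRNA + PAX2 replicate 1 (2.15) and without PTENshRNA + PAX2 replicate 2 (2.12). The set passed camera (adjusted p = 8.21e-04, and adjusted p = 0.81 with an estimated correlation). All 20 tested genes of cholesterol synthesis and uptake were lower and none was higher with limma, edgeR, DESeq2 or at an unadjusted p under 0.05 (also 20 lower adjusted over the list alone), from -2.91 in Pcsk9 to -0.34 in the least changed member, with Dhcr24, the last enzyme of the pathway, at 484 ± 114 CPM in PTENshRNA and 69.1 ± 12.9 CPM in PTENshRNA + PAX2 (camera, adjusted p = 5.07e-09, and adjusted p = 0.81 with an estimated correlation).

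Of 37 tested cytosolic ribosomal protein genes, 22 were higher and 1, Rpl5, lower (25 and 1 adjusted over the list alone), with 14 and 11 higher without PTENshRNA + PAX2 replicate 1 or 2 and 4 lower without PTENshRNA replicate 1 (camera, adjusted p = 2.53e-06, and adjusted p = 0.87 with an estimated correlation). Their fitted changes were not all alike, since 22 of the 37 lay more than 2 standard errors from the list's median of 0.89. Those errors cover only the spread between libraries. A common rise with counts distorted gene by gene is therefore not excluded. Reads shared with pseudogene copies may account for part of the list's higher level. The 215 other genes with a named pseudogene had a median log2 fold change of 0.08. That median is at the 98.8th percentile of 10000 sets of genes without one matched on mean level. Within the list, the 27 members with a named pseudogene had a median of 0.93 and the 10 without one 0.35. The shift of the 215 other genes is far smaller than the list's, and copies with no name tied to their parent gene were not counted. Rpl19 and Rpl35 were at only 0.975 and 0.417 CPM in PTENshRNA. The counts of Rpl19, Rpl35 and Rpsa are therefore uncertain. A difference between the groups in how reads were mapped or counted, in these or in other genes, was not tested. Neither was a difference in translation between the cells.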

How the results depend on the processing

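The edgeR test was the one written for counts before the data were examined, and its use on the recovered reads beside limma was chosen afterwards. The G2/M covariate, the gene set without ribosomal proteins and genes with a named pseudogene, and the reading of the splits were chosen after seeing the data. The counts of genes called stayed within 1.5 times under RLE, upper-quartile and library-size scaling, DESeq2, limma-voom, either filter, protein-coding genes only and edgeR. Only a pseudocount of 5 moved the 2-fold counts further, to 498 higher and 583 lower, since it shrinks the fitted fold of low genes. Leaving out 1 library gave 1378 to 3454 genes higher, 1666 to 3432 lower, 619 to 977 higher by at least 2-fold and 714 to 977 lower by at least 2-fold. The Fig. 6A markers past the threshold went from 9 to between 6 and 8 there, because without a PTENshRNA library Kit and Aldh1a3 no longer reach 1 CPM in 3 libraries and are not tested, and because Dll4 missed the threshold in 4 of these fits. No gene called in either direction was called the opposite way under any of these. Of 2122 refitted values of the 112 named genes past the threshold, 2061 kept their direction and side, 61 kept the direction only and none turned. The sign turned only in genes near 0 that never passed, which were Rps6kb1 without PTENshRNA replicate 1 (-0.058, and -0.058 to 0.11 over the fits that leave out a library), Mtor without PTENshRNA replicate 2 (-0.016, and -0.016 to 0.42) and with the G2/M covariate (-0.079), and Pten without PTENshRNA + PAX2 replicate 2 or 3 (-0.012 and -0.0052, and -0.012 to 0.080), and the cause was not tested. With the replicate block 2512 genes were higher and 2677 lower, 907 and 1028 by at least 2-fold, and 9 markers were lower. Deviations from the group means correlated at 0.53, 0.51 and 0.02 for replicates 1, 2 and 3, and replicate 3 did not correlate best with its own number, so the numbers were not read as pairs. Under the block Ly6a and Sp5 missed the threshold and Plk1 passed it, and as sets the G2/M genes (camera, adjusted p = 5.16e-04), G1/S genes (adjusted p = 0.0311), glycolysis and hypoxia genes (adjusted p = 0.0351) and noncoding RNAs (adjusted p = 0.0395) passed at the preset correlation. None of the 6 lists called by camera passed with an estimated correlation. fry, which tests whether a set's genes move on balance one way, passed 11 lists that camera did not. A correction for GC content and length was not run. Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 2638 higher, 2640 lower, 896 and 916 by at least 2-fold and 9 markers, and the highest other split gave 0 of each. Every other split mixes groups that differ widely, which by itself lowers its counts, and the paper chose the 9 markers on the real split. The splits therefore cannot decide about chance. In simulated counts with these depths and 200 changed genes, 35.8% of genes changed 2-fold and 4.17% of those changed 1.5-fold were recovered. Far more genes were called in the data, where the adjusted cutoff is less strict, so these shares do not give the power there.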

Differences from the paper's values

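The paper gives qPCR of 6 markers in Fig. 6B on a log2 scale, with bars as mean and standard error, and the differences between its bars are set beside the RNA-seq log2 fold changes of PTENshRNA + PAX2 against PTENshRNA here. The assays differ, the RNA-seq values are on the log2(CPM + 1) scale, and the paper's errors were combined from both bars. A value is said to differ where the gap is larger than that 1 standard error. The RNA-seq standard error is not counted, so this is not a test of a difference. For Wnt4 the paper's difference is about -3.2 in Fig. 6B, read by eye (standard error about 0.3), against -1.08 here, and all 17 alternatives set before the data were examined differ from it (-1.14 to -1.02). For Dll4 it is about -3.6 in Fig. 6B, read by eye (about 0.6), against -1.19 here, and all 17 differ (-1.60 to -0.89). For Aldh1a3 it is about -2.6 in Fig. 6B, read by eye (about 0.8), against -4.06 here. Of 13 alternatives that tested Aldh1a3, 12 differ, and with a pseudocount of 5 the value, -2.37, falls within the paper's error. For Cd44 the paper's difference is about -4.5 in Fig. 6B, read by eye (about 1.6), against 0.16 here, the opposite sign, and all 17 differ (0.06 to 0.29). For Dkk3 and Lgr5 the values differ by less than the paper's error. The direction of all 9 markers of Fig. 6A is the same here.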

Other observations

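The counts below stand against 2638 genes higher and 2640 lower of all 11704 tested, so a count near that share is not particular to its list. Of 25 tested genes of the PI3K, AKT and mTOR pathway, 7 were higher and 8 lower in the libraries labelled PTENshRNA + PAX2 (the same adjusted over the list alone). Akt3 (-2.04, standard error 0.39) and the kinase gene Sgk1 (-3.88, standard error 0.66) fell, and Eif4ebp1, a translation repressor that mTOR inactivates, rose (1.03, standard error 0.14). Rps6kb1, which encodes P70S6K, and Akt1 had log2 fold changes of 0.01 and -0.22 (adjusted p = 0.918 and 0.301), and Mtor 0.20, but Akt1 passed without PTENshRNA replicate 1 (-0.39). These are transcript levels, and the paper measured phosphorylation. Pax8 fell with mouse Pax2, at -0.98 (standard error 0.14), and Trp53 (0.57) and Plk1 (adjusted p = 0.246) did not pass. Without PTENshRNA replicate 1 Plk1 passed (-2.96), and Trp53 did without PTENshRNA replicate 2 (0.86) and with the G2/M covariate (0.88). Of 17 tested glycolysis and hypoxia genes, 10 were higher and 2 lower (the same adjusted over the list alone), led by Vegfa (2.08) and Pgam1 (1.94), with 6 higher without PTENshRNA + PAX2 replicate 2 or 3 and a set test that did not pass (camera, adjusted p = 0.0747). Among other fits it passed without PTENshRNA replicate 3 or PTENshRNA + PAX2 replicate 2 (adjusted p = 0.0354 and 0.0391) and with the G2/M covariate, chosen after seeing the data (adjusted p = 0.0190), and over all 6 libraries adjusted p = 0.81 with an estimated correlation. Of 12 tested kidney and Mullerian duct genes of the PAX2 network, 5 were higher, such as Gdnf (1.87), and 5 lower, such as Cdh6 (-2.54) and Sall1 (-1.53).

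Of 10 tested genes of the oviduct secretory epithelium, 4 were lower and 2 higher (the same adjusted over the list alone), with Pgr and Krt7 lowest and Lcn2 highest. Of 7 tested stromal collagens and matrix genes, 5 were lower, such as Col6a1 (-4.13), and 2 higher, Pdgfra (2.75) and Col1a2 (2.71). Of 19 tested p53 target genes, 6 were higher and 1, Gdf15 (-1.87), lower. Interferon-stimulated genes moved both ways, with 6 higher and 3 lower of 16 tested. Of 3 tested immune cell markers, Csf1r (-1.71) and Cd14 (-1.09) were lower and Cd68 (2.34) higher, though Cd14 missed the threshold without PTENshRNA replicate 3 (-1.15), without PTENshRNA + PAX2 replicate 1 (-1.06), without PTENshRNA + PAX2 replicate 2 (-1.02) and without PTENshRNA + PAX2 replicate 3 (-1.17). Of 17 tested FOXO target genes 4 were higher and 4 lower, of 20 basement membrane and integrin genes 5 and 8, and of 15 ABC transporters 5 and 3. Of 4 tested genes of the ciliated epithelium 1 was higher and 1 lower, and of the 3 tested PAX genes Pax9 (0.74) was higher and Pax2 and Pax8 lower. Of 5 tested mesothelial markers 1 was lower and none higher with limma, DESeq2 or edgeR or at an unadjusted p under 0.05 (2 lower with DESeq2 and unadjusted). Of 3 tested endothelial markers 1 was higher and none lower with limma, against 1 lower with DESeq2, edgeR and unadjusted, and of 6 tested noncoding RNAs 4 were higher and none lower, against 1 lower with edgeR. None of 20 tested G1/S genes passed with limma (2 lower unadjusted and with edgeR, 7 lower with DESeq2), and as a set they passed only without PTENshRNA replicate 1 (camera, adjusted p = 5.51e-05) among the fits that leave out a library, and over all 6 libraries adjusted p = 0.96 with an estimated correlation. None of 13 immediate early genes passed with limma, DESeq2 or unadjusted (1 lower with edgeR), nor of 3 histone genes with limma or unadjusted (1 lower with DESeq2, 1 higher and 1 lower with edgeR), nor the 1 tested secreted WNT inhibitor with limma or unadjusted. The mean log2(CPM + 1) of the immediate early genes was 8.56, 4.96 and 5.25 in PTENshRNA replicates 1 to 3. In PTENshRNA + PAX2 it was 5.75, 5.51 and 6.14, so that PTENshRNA replicate 1 stood apart here too. With the G2/M covariate, chosen after seeing the data, these genes passed as a set (camera, adjusted p = 0.0214 at the preset correlation). No mitochondrially encoded gene is listed. The lysosomal gene Psap, chosen after its values were seen, was at 3355, 1959.9 and 3856 CPM in PTENshRNA and 22208, 21697 and 24157 CPM in PTENshRNA + PAX2.

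The tests of proliferation state and of an exchange of groups were chosen after the values were seen. A difference in proliferation state was weighed for the 9 CSC markers, because PTENshRNA replicate 1 had low G2/M genes like the libraries labelled PTENshRNA + PAX2. With the mean of the G2/M genes as a covariate, the median log2 fold change of the 9 markers was -2.55 against -2.55 without it. All 9 stayed past the threshold. The median of the G2/M genes went from -1.39 to 0.06, which was set in advance, since the covariate is their own mean. Within the groups the covariate varies mostly through PTENshRNA replicate 1. The markers' values therefore argue only weakly against that state as the whole cause. The transfection of PAX2 and the cloning of the transfected cells stay open, as does a batch, mapping or counting difference that follows the groups. These cannot be told apart in this design.

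Mouse Pax2 was lower in the libraries labelled PTENshRNA + PAX2. An exchange of the groups between Fig. 6A and the deposited tables is a possible explanation, and was tested by the replicate in which each marker is highest. For 9 of 9 markers the replicate brightest in the PTEN columns of Fig. 6A, read by eye after the values had been seen, was the highest of the libraries labelled PTENshRNA, against 3 of the 8 markers with any read in the libraries labelled PTENshRNA + PAX2, which argues against such an exchange. An exchange before both were made, and an effect of human PAX2 on the mouse gene, stay open and were not tested. The paper's other measures run as labelled, with lower CSC markers by qPCR and western blot (Fig. 6B, C), fewer spheroids (Fig. 6D, E) and smaller cells (Supplementary Fig. 3D) after PAX2 was re-expressed, which does not settle the labels of the libraries. The PTENshRNA columns of Fig. 1A matched the same libraries in 13 of 13 genes by the same reading. The paper takes the data of Fig. 1A from an earlier experiment, so the libraries labelled PTENshRNA may come from that experiment and the libraries labelled PTENshRNA + PAX2 from a later one, which the sources used here do not settle.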
